# Immuno-oncologic profiling by stage-dependent transcriptome and proteome analyses of spontaneously regressing canine cutaneous histiocytoma

**DOI:** 10.7717/peerj.18444

**Published:** 2024-11-26

**Authors:** Alina K. Loriani Fard, Alexander Haake, Vladimir Jovanovic, Sandro Andreotti, Michael Hummel, Benjamin-Florian Hempel, Achim D. Gruber

**Keywords:** 3′ RNA-seq, Canine IO panel, Canine cutaneous histiocytoma, Co-stimulatory molecules, Pathology, Formalin-fixed, Paraffin-embedded, FFPE, Canine, Immuno-oncology, Tumor regression

## Abstract

Canine cutaneous histiocytoma (CCH) is a tumor that originates from dermal Langerhans cells and affects particularly young dogs. The common spontaneous regression of CCH makes it an interesting model in comparative oncology research. Previous studies have indicated that anti-tumor immune responses may be involved, but details remain speculative to date. Here, we asked which specific immuno-oncological dynamics underlie spontaneous regression of CCH on mRNA and protein levels. QuantSeq 3′ mRNA sequencing with functional over-representation analysis and an nCounter RNA hybridization assay were employed on 21 formalin-fixed, paraffin-embedded CCH samples representing three different tumor stages (dataset information: GSE261387—Immuno-Oncologic Profiling by Stage-Dependent Transcriptome and Proteome Analyses of Spontaneously Regressing Canine Cutaneous Histiocytoma—OmicsDI). Nine additional samples were subjected to matrix-assisted laser desorption/ionization mass spectrometry imaging (MALDI-MSI). Surprisingly, only minor stage-specific differences were found. When we investigated expression of B7 family ligands and CD28 family receptors holding co-stimulatory and -inhibitory functions, respectively, we found a higher abundance of CD80, CD86, CTLA4 and CD28, which may trigger a balanced activation of lymphocyte-mediated immune responses. CD80 and CD86 expressing cells were further quantified by *in situ* hybridization and compared with data from three cases of canine histiocytic sarcoma (HS), a malignant tumor variant originating from antigen-presenting interstitial dendritic cells. A stage-specific increase of CD80 expressing cells was recorded in CCH from the tumor bottom to the top, while CD86 was continuously and homogenously expressed at high levels. Overall expression of CD80 in CCH was similar to that in HS (73.3 ± 37.4% *vs* 62.1 ± 46.4%), while significantly more CD86 expressing tumor cells were found in CCH (94.7 ± 10.3%) when compared to HS (57.6 ± 11.0%). Our data suggest that major immuno-oncological pathways are not regulated during regression of CCH on the mRNA or protein levels as detectable by the methods used. Instead, our data provide further evidence supporting previous hypotheses towards a role of immune stimulatory B7 family ligands and CD28 family receptors in the regression of CCH.

## Introduction

Immunological approaches to combat cancer are among the most prioritized fields of research both in human and veterinary oncology. Specifically, approaches are favored that engage the host immune system to successfully attack and eliminate tumor cells (Xu et al., 2023). A sound understanding of the mechanisms involved is therefore among the most crucial prerequisites: Specifically, how can host immune cells recognize and kill tumor cells, and how can they be trained to do so successfully?

Canine cutaneous histiocytoma (CCH) is a common skin tumor of young dogs most likely originating from a subset of dendritic cells (DC) of the skin, termed Langerhans cells (Marchal et al., 1995; Moore et al., 1996). In addition to its rapid growth and high mitotic activity (Glick, Holscher & Campbell, 1976), CCH is characterized by a stereotypical course, which in the vast majority of cases results in spontaneous regression (Moore et al., 1996; Pires et al., 2009). Moreover, there is both a time-dependence of regression and a spatial gradient involving a bottom-heavy immune reaction that spreads throughout the tumor (Cockerell & Slauson, 1979). This unique feature makes CCH an interesting natural animal model for spontaneous tumor regression, likely involving anti-tumor immune mechanisms.

Based on stereotypical patterns of structural changes and lymphocytic infiltrates, the tumor was classified into four morphological stages (Cockerell & Slauson, 1979). From stage 1 to 4, the number of infiltrating lymphocytes increases, starting at the basolateral periphery of the tumor and spreading across the center until, in the final stage 4, the number of inflammatory cells by far exceeds that of the tumor cells. After initial influx of CD4+ T cells, an increase in pro-inflammatory cytokines, namely IL-2, IL-12, TNF-α and IFN-γ, as well as nitric oxide synthase an indicator of macrophage activation, has been observed, followed by an influx of CD8+ T cells (Kaim et al., 2006). These observations suggest that a classical anti-tumor immune response may underlie the regression of CCH, which is mainly based on CD8+ lymphocyte-mediated anti-tumor effects (van der Leun, Thommen & Schumacher, 2020). However, it is still unclear by which molecular and signaling mechanisms this anti-tumor immune response is triggered.

Langerhans cells, or progenitors thereof, are thought to be the cells of origin for CCH (Marchal et al., 1995; Moore et al., 1996). As a special type of DC, they serve as major regulators between the innate and adaptive immune systems and thus represent a key component of the dermal immune defense. In particular, they play a crucial role in regulating types of T cell immune responses, specifically in anti-tumor immunity (Diamond et al., 2011; Fuertes et al., 2011). In their naïve state, their main task is to recognize antigens which upon activation are presented *via* major histocompatibility complexes (MHC) classes I and II to lymphocytes in tributary lymph nodes (Banchereau & Steinman, 1998; Steinman, 2012; Steinman & Banchereau, 2007). Two synergistic cellular interactions mediated by cytokines are mandatory for DC-mediated lymphocyte activation and proliferation (Bretscher, 1999; Jenkins & Schwartz, 1987), also referred to as the “two signal model” (Chen & Flies, 2013; Sharpe & Freeman, 2002). The first signal consists of T cell receptor (TCR) binding to MHC I or II antigen-complexes on the DC while the second refers to binding of co-stimulatory immunoreceptors on lymphocytes to their ligands expressed on antigen-presenting cells (APCs), including DCs (Pan et al., 2023). Specifically, the CD28 family receptors expressed by lymphocytes and their B7 family ligands on APCs acting as immune-checkpoint molecules are crucial for the activation or inhibition of the T cell immune responses. The former group consists of CD28, cytotoxic T lymphocyte-associated protein 4 (CTLA4), programmed cell death protein 1 (PD-1) and inducible co-stimulator (ICOS). On the other hand, the B7 family ligands contain CD80, CD86, programmed cell death protein 1 ligand 1 (PD-L1) and 2 (PD-L2), inducible co-stimulator-ligand (L-ICOS), B7 Homolog 3 (B7-H3, CD276) and V-set domain-containing T-cell activation inhibitor 1 (B7-H4, VTVN1).

In terms of expression by cell type and their activation, the interaction of CD80 and CD86 on APCs with CD28 on lymphocytes induces activation and proliferation of T lymphocytes (Chambers & Allison, 1997; Lenschow, Walunas & Bluestone, 1996; Lucas et al., 1995; Shahinian et al., 1993). In contrast binding of CD80 and CD86 to CTLA4 inhibits a T cell mediated immune response (Tivol et al., 1995; Walunas et al., 1994; Waterhouse et al., 1995). The PD-1 receptor serves as an important inhibitory immune checkpoint which binds to its ligands PD-L1 and 2 on APCs (Ghiotto et al., 2010; McDermott & Atkins, 2013; Ohaegbulam et al., 2015), with immunosuppression being mainly induced by binding of PD-1 to PD-L1 (Brahmer et al., 2010). ICOS on lymphocytes delivers a positive co-stimulatory signal *via* binding to its ligand L-ICOS on APCs resulting in the activation and differentiation of T lymphocytes (Hutloff et al., 1999). B7-H3 and B7-H4 on APCs mainly possess inhibitory functions, suppressing T cell activation and proliferation *via* still unknown receptors (Hofmeyer, Ray & Zang, 2008; Prasad et al., 2004; Sica et al., 2003; Zang et al., 2007).

It has been postulated that CCH tumor cells, as they originate from Langerhans cells, increasingly exhibit the phenotype of mature APCs over time, from bottom to top of the tumor, which enables them to trigger an effective immune response (Baines et al., 2007; Diehl & Hansmann, 2024; Pires et al., 2009; Pires et al., 2013b). This notion was supported by the observation that CCH cells are potent stimulators in the allogenic mixed leucocyte reaction (Baines et al., 2007). In addition, decreased expression of E-cadherin (Pires et al., 2009), a marker of immature Langerhans cells, and increased levels of CD206, a marker of activated dendritic cells, were found over time. This picture was further supported by increased expression of Iba-1 during tumor regression (Belluco et al., 2020), a marker of antigen-presenting cells. Finally, expression of MHC II-shifted from the cytosol to the tumor cell surface (Kipar et al., 1998) and progressed from basolateral to apical expression within the tumor, corresponding to the distribution of infiltrating lymphocytes (Pires et al., 2013b).

To this day, it has been unknown whether other proteins in addition to MHC II molecules or unrelated pathways may be involved in the immune response that triggers interaction between lymphocytes and tumor cells, which found recently renewed interest (Diehl & Hansmann, 2024). This includes whether CCH regression involves increased expression of CD80 and CD86, two well established markers of DC maturation, by tumor cells (Banchereau et al., 2000; Palucka & Banchereau, 2012).

In this study, we asked which specific immuno-oncological dynamics may underlie regression of CCH on mRNA and protein levels. In a primary hypothesis-generating approach, we tested for stage-dependent differences of tumor cells and lymphocytes, on the transcriptome and proteome levels. To this end, we analyzed archival samples from spontaneous CCH tumors after applying rigorous inclusion and exclusion criteria. To account for limitations of formalin-fixed paraffin-embedded (FFPE) material in terms of RNA fragmentation due to chemical modification caused by formaldehyde fixation (Masuda et al., 1999; von Ahlfen et al., 2007; Werner et al., 2000), we employed the QuantSeq 3′ method at whole transcriptome level and the nCounter Canine IO Panel for quantifying expression of immuno-oncologically relevant genes. Both methods allow the identification of short fragments of RNA and therefore are well suited for investigations employing FFPE material (Jang et al., 2021; Manjunath et al., 2022). Furthermore MALDI-MSI was utilized for global proteome analyses with spatial resolution. The resulting data were used to assess classical pathways of pro- and anti-tumor responses. Based on the hypothesis that CCH tumor cells take on the phenotype of mature APCs over time and thus trigger anti-tumor cell responses (Belluco et al., 2020; Diehl & Hansmann, 2024; Moore, 2016), we further asked whether they express relevant co-stimulatory molecules and quantified the expression of CD80 and CD86 in a tumor stage-dependent and spatial manner *via in situ* hybridization. Finally, we compared expression of these genes in CCH with their expression in canine histiocytic sarcoma (HS), a malignant tumor variant originating from APCs that does not undergo regression. With this approach, we tested the hypothesis that the expression of CD80 and CD86 may play a role in the immune recognition of tumors that originate from APCs.

## Materials and Methods

### Selection of tissue samples

Tissue samples of a total of 300 formalin-fixed, paraffin-embedded (FFPE) CCH tumors from privately owned dogs were obtained from the archive of the routine diagnostic biopsy service at the Institute of Veterinary Pathology, Freie Universität Berlin, spanning the years from 2010 to 2022. Tumors had been surgically excised for curative or diagnostic purposes only. An assessment by the responsible authority certifies that the retrospective use of such archival tissue at this institute does not qualify as an animal experiment under § 7 of the German animal protection act (decision StN 010/23 of the State Office for Health and Social Affairs, Berlin). Dog owners had given consent to the use of the tissues for research purposes by agreeing to the general terms and conditions of the diagnostic service. Selection of tumors was based on the unequivocal histopathological diagnosis on hematoxylin and eosin stained microscopical slides by a European board-certified veterinary pathologist according to accepted criteria (Mauldin & Peters-Kennedy, 2016). These distinguishing criteria include the following features: round to oval tumor cells with moderate to abundant, eosinophilic, slightly foamy cytoplasm and a centrally located single, round to oval, indented or convoluted nucleus with vesicular chromatin. In addition, there is a stage-dependent lymphocytic infiltration that starts at the periphery of the tumor and progresses to the center and top. Tumors were then subjected to a second round of review by two independent veterinary pathologists (specialists and European board-certified) to rule out possible misdiagnoses. Only tumors that could be clearly diagnosed on the basis of their microscopic patterns were selected (Mauldin & Peters-Kennedy, 2016). The validity of the tumor diagnosis was later confirmed on the transcriptome level (See Results and Fig. S1). All CCHs were staged based on the presence and distribution of lymphocytes in the tumor (Cockerell & Slauson, 1979). Briefly, lymphocytes are absent from stage 1, moderately infiltrate the basolateral margin and center of the tumor in stage 2, or infiltrate and extend to the tumor center and form follicle-like structures in stage 3. In stage 4, lymphocytes outnumber tumor cells, necrotic areas are common and regression is discernible histologically. In this study, only stages 1, 2, and 3 were investigated. Stage 4 was excluded because of heavy tumor heterogeneity and large areas of tumor necrosis. Following our inclusion criteria (at least 1 cm size in the smallest dimension, absence of hemorrhage, hair follicles, deep purulent inflammation or other contaminating factors) a final number of 59 CCH tumors were included in this study. Canine splenic non-hemophagocytic histiocytic sarcoma (HS) samples were selected from the same departmental archive of diagnostic tissue specimens and processed accordingly (for further sample information see Table S1).

### Preparation of tissue samples

To obtain meaningful transcriptome results from tissue extracts, large tumor areas were selected for preferably homogeneous cell populations with as little as possible non-tumorous components. Tumor-adjacent tissues and ulcerated tumor surfaces were removed from all samples. Stage 2 tumors per definition contained two separate, tumor-cell rich or lymphocyte-rich areas which were processed separately using a tissue array. To this end, areas of stage 2 tumors were selected under the microscope with at least 90% tumor cells (referred to as sample “group 2a” in the following) and areas with at least 60% lymphocytes (referred to as sample “group 2b” in the following). These areas were detached from the paraffin blocks using biopsy punches of 2, 3 or 4 mm in diameter and inserted into new paraffin blocks. The tissue transferred from a single block was sufficient for tumor cell sample group 2a in each case to create a new paraffin block with sufficient material from a single tumor for the subsequent RNA isolation. For the lymphocyte-enriched samples in group 2b, explants from three to four CCH were combined on a single array to obtain tissue arrays with sufficient material.

### RNA extraction from FFPE samples and RNA quality control

For all steps prior to RNA extraction, surfaces and instruments were treated with RNase AWAY (Thermo Fisher Scientific Inc., Waltham, MA, USA). Five 10 μm FFPE scrolls per sample were prepared in sterile centrifuge tubes and shipped to Lexogen GmbH Services (Vienna, Austria) in sterile centrifuge tubes on dry ice. Total RNA was extracted utilizing the PureLink FFPE Total RNA Isolation Kit (Thermo Fisher Scientific Inc., Waltham, MA, USA) according to the manufacturer’s guidelines. Total RNA concentrations were measured with a NanoDrop 2000c spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA, USA) and quality was determined using an Agilent 5200 Fragment Analyzer (Agilent Technologies, Inc., Santa Clara, CA, USA) employing the DNF-471F33—SS Total RNA 15 nt—FFPE Illumina DV200 method mode. Only samples with a total RNA quality number (RQN) (Schroeder et al., 2006) of >4.1 and DV_200_ (percentage of RNA fragments over 200 nucleotides (nt) in length) (Matsubara et al., 2020) of >64.5% were processed. Data on RNA quality are provided in the Supplemental Information (Table S1).

### 3′ RNA sequencing (RNA-seq)

DNase I treated total RNA (375 ng) was sequenced (*n* = 5 or *n* = 6 in case of sample group 2b) using the QuantSeq 3′ mRNA-Seq FWD Library Preparation Kit (Lexogen, Vienna, Austria) according to the manufacturer’s guidelines (user guide 015UG009V0251) at Lexogen Services (Lexogen GmbH, Vienna, Austria) using the low-quality RNA protocol. Quality of the libraries was determined with an Agilent 5300 Fragment Analyzer (DNF-474-33—HS NGS Fragment 1–6,000 bp method mode). The samples were pooled in equimolar ratios. The library pool was quantified using a Qubit dsDNA HS assay kit (Thermo Fisher Scientific Inc., Waltham, MA, USA) and sequenced utilizing an Illumina NextSeq 500 system with a SR75 High Output Kit at Lexogen Services.

The FASTQ sequencing files were first preprocessed (adapter trimmed, filtered) using Cutadapt (Martin, 2011) and subsequently aligned to the NCBI Reference Sequence (RefSeq) assembly for the dog (*Canis lupus familiaris*) UU_Cfam_GSD_1.0 (NCBI RefSeq assembly GCF_011100685.1) with the STAR aligner (Dobin et al., 2013). Differential gene expression (DGE) analysis for the comparisons of group 2a *vs* group 1 and group 3 *vs* group 2b was performed with R using DESeq2 (Love, Huber & Anders, 2014). Significance thresholds were drawn at a log_2_(fold change) (log_2_FC) of ≤−1 or ≥1 and an adjusted *p*-value (*p*_adj_) of ≤0.05 (McDermaid et al., 2019; Rapaport et al., 2013; Reimand et al., 2019).

In order to assess the reliability of the transcriptome data and the initial selection of CCH tumor samples, the expression levels of tumor markers of different canine round cell tumors (Paździor-Czapula et al., 2015) were analyzed using the normalized counts from the QuantSeq 3′ analysis (see Fig. S1).

### Functional enrichment analysis

A functional enrichment analysis was carried out using g:Profiler (Reimand et al., 2016). Significantly differentially expressed genes from the comparison of sample group 2a *vs* 1 and sample group 3 *vs* 2b and specific peptides measured *via* MALDI-MSI (see below) were fed into the functional profiling tool g:GOSt. Default settings were retained under “options”. Subsequently, the calculated Gene Ontology (GO) (Ashburner et al., 2000; The Gene Ontology et al., 2023) terms from the GO categories molecular function (MF), cellular component (CC) and biological process (BP) were checked for meaningfulness. Terms unrelated to the context of the tissue investigated, such as terms related to heart or psychiatric diseases, were removed.

### RNA hybridization using nCounter

Samples from the same RNA pools that were used for the QuantSeq 3′ method (150 to 250 ng) were also hybridized to the nCounter Canine IO Panel XT CodeSets (NanoString Technologies, Inc., Seattle, WA, USA), including 780 pre-selected plus 20 housekeeper probes specific for the respective genes of interest. Hybridized samples were processed following the manufacturer’s protocols (protocol ID: MAN-10023-11, MAN-10056-06) and loaded onto the nCounter MAX Analysis System’s (NanoString, Seattle, WA, USA) Prep Station for purification and immobilization on sample cartridges. These were transferred to the Digital Analyzer for data collection following the manufacturer’s user manual (protocol ID: MAN-C0035-08).

Following the workflow described in the manufacturer’s user manuals (MAN-C0019-08, MAN-C0011-04), the reporter library files (RLF) and reporter code count (RCC) files were imported into the nSolver 4.0 Analysis Software (NanoString Technologies, Seattle, WA, USA). Quality control and normalization followed default settings. Differential gene expression (DGE) analysis was achieved using the R 3.3.2-based nCounter Advanced Analysis 2.0 plug-in (version 2.0.134) with the recommended statistical settings.

### *In situ* hybridization

*In situ* hybridization was performed on 4 µm FFPE sections from CCH stages 1, 2, and 3 (*n* = 3) and the same number of HS. The RNAscope (Wang et al., 2012) 2.5 HD Assay-RED kit (Bio-techne, Minneapolis, MN, USA) was used according to the manufacturer’s instructions (document number 322452-USM and 322360-USM). Briefly, after deparaffinization and standard pre-treatment with 1× Target Retrieval solution and RNAscope Protease Plus solution tumor sections were hybridized with target probes. A custom designed probe targeting the sequence segment 281-1239 of canine CD80 (NM_001003147.1) and a probe targeting mRNA of canine CD86 (Cat No. 578991) were used. A probe targeting bacterial dihydrodipicolinate reductase (DapB) (Cat No. 320871) was used as a negative control and tumor-adjacent tissue composed of epidermis, apocrine glands and hair follicles served as negative controls in the detection of CD80 and CD86. Additionally, a custom designed probe targeting nucleotides 2-927 of canine ornithine decarboxylase antizyme (OAZ1) (NM_001127234.1), a widely expressed housekeeper gene (de Jonge et al., 2007), was utilized as a technical positive control for the principle detectability of RNA in all cells of the respective samples (see Fig. S2). Pre-amplifiers and amplifiers were added to the samples, followed by the addition of chromogenic substrates and counter staining with Mayer’s hematoxylin (Bio-Rad, Hercules, CA, USA).

### Counting of CD80 and CD86-positive tumor cells

Slides subjected to *in situ* hybridization were digitized at 400× magnification (0.25 µm/pixel) using an Aperio CS2 Scanner (Leica Biosystems, Buffalo Grove, IL, USA). On each section, 10 high power fields (HPF) of 220 × 120 µm were randomly selected for manual counting of all tumor cells *vs* signal-containing tumor cells in the respective area. In addition to the assessment of stage-specific expression in CCH, the spatial distribution of the target mRNA was measured in three equally divided horizontal tumor layers (bottom third, central third, and top third) with 3 to 4 HPF counted in each layer. To control for the principle detectability of mRNA in all cells, all tissues were additionally analyzed for the cellular expression of the housekeeper OAZ1.

### MALDI-MSI

Serial sections from CCH stages 1, 2, and 3 (*n* = 3) were cut at 6 µm thickness, mounted in randomized order onto conductive glass slides (Bruker Daltonik GmbH, Bremen, Germany) coated with poly-l-lysine (0.05% in MilliQ-water; Sigma Aldrich, St. Louis, MO, USA) and preheated for 1 h at 60 °C. Subsequently deparaffinization was conducted by treatment with xylene followed by processing through 100% isopropanol and successive hydration steps, as previously described (Cornett et al., 2007; Hempel et al., 2023). Sections were fully rehydrated in ultrapure water (GenPurexCADPlus System; Thermo Fisher Scientific, Waltham, MA, USA). Utilizing a steamer heat-induced antigen retrieval was performed in ultrapure water for 20 min. Slides were dried for 10 min. Afterwards, tryptic digestion was performed using an automated spraying system (HTX TM-Sprayer; HTX Technologies LLC, ERC GmbH, Buchholz in der Nordheide, Germany) to deliver 16 layers of tryptic solution (20 µg Promega Sequencing Grade Modified Porcine Trypsin in 800 µL digestion buffer including 20 mM ammonium bicarbonate with 0.01% glycerol) onto each section at 30 °C. Tissue sections were incubated for 2 h at 50 °C in a humidity chamber saturated with potassium sulfate solution. Finally, four layers of the matrix solution (7 g/L α-cyano-4-hydroxycinnamic acid in 70% acetonitrile and 1% trifluoroacetic acid) were applied at 75 °C using the automated spraying system. MALDI imaging was conducted using the ultrafleXtreme MALDI-ToF/ToF device (Bruker Daltonik GmbH, Bremen, Germany) in reflector mode with a detection range of *m/z* 600–3,200, 500 laser shots per spot, 1.25 GS/s sampling rate and raster width of 50 μm, while FlexImaging 5.0 and flexControl 3.4 software (Bruker Daltonik GmbH, Bremen, Germany) coordinated the MALDI imaging processing. External calibration was performed using a peptide calibration standard (Bruker Daltonik GmbH, Bremen, Germany). After matrix was removed from tissue sections with 70% ethanol and tissue sections were HE-stained for histological annotation. Regions of interest (ROI) were digitally annotated utilizing QuPath software (Bankhead et al., 2017) (Version 0.2.3; University of Edinburgh, Edinburgh, UK) and transferred into SCiLS Lab software (Version 2023a Pro; Bruker Daltonik GmbH, Bremen, Germany).

MALDI-MSI raw data were imported into the SCiLS Lab software (Version 2022a Pro; Bruker Daltonik GmbH, Bremen, Germany) using settings preserving the total ion count, baseline removal, and converted into the SCiLS base data (.sbd) and simulation model (.slx) file. Peak finding and alignment were conducted across a selected dataset (interval width = 0.2 Da) using a standard segmentation pipeline in maximal interval processing mode with total ion count (TIC) normalization and weak denoising.

### Protein identification by electrospray ionization tandem mass spectrometry

Protein identification for m/z values was performed on adjacent tissue sections of all three CCH stages in duplicates using a bottom-up nano-liquid chromatography electrospray ionization tandem mass spectrometry (nLC-MS/MS) approach as previously described (Hempel et al., 2023). Similar to their preparation for MALDI-MSI, sections were preheated to 60 °C for 1 h before deparaffinization. Paraffin removal, antigen retrieval and tryptic digestion were carried out as described above. Slides were incubated at 50 °C in a humidity chamber saturated with potassium sulfate solution for 2 h. Subsequently, peptides were extracted from tumor cell-rich regions separately from each tissue section into 40 μL of 0.1% trifluoroacetic acid (TFA) and incubated for 15 min at room temperature. Using a ZipTip C18 (Thermo Fisher Scientific Inc., Waltham, MA, USA) digests were filtered following the manufacturer’s instructions. Eluates were vacuum concentrated (Eppendorf Concentrator 5301; Eppendorf AG, Hamburg, Germany) and reconstituted separately in 20 µL 0.1% TFA and 4% acetonitrile (ACN). From this solution, 2 µL were injected into a nano-liquid chromatography (nHPLC) system (Dionex UltiMate 3000; Thermo Fisher Scientific Inc., Waltham, MA, USA) coupled to an Q Exactive ultrahigh-resolution mass spectrometer (Thermo Fisher Scientific Inc., Waltham, MA, USA). In order to concentrate the peptide mixture, an Acclaim PepMap100 C18 trap column (3 µm, 100 Å, 75 µm inner diameter; Thermo Fisher Scientific Inc., Waltham, MA, USA) was utilized. Subsequently, at an eluent flow rate of 300 nL/min, the peptide mixture was fractionated on an Acclaim PepMap100 C18 capillary column (2 µm, 100 Å, 75 µm inner diameter; Thermo Fisher Scientific Inc., Waltham, MA, USA). Mobile phase A comprised 0.1% (v/v) formic acid in water, while mobile phase B consisted of 0.1% (v/v) formic acid and 80% (v/v) ACN in water. Pre-equilibration of the column was conducted with 5% mobile phase B, followed by an increase to 44% mobile phase B over 100 min. Utilizing a single MS survey scan (*m/z* 350–1,650) with a resolution of 60,000, and MS/MS scans of the 15 most intense precursor ions with a resolution of 15,000, mass spectra were acquired in a data-dependent mode. The dynamic exclusion time was set to 20 s and the automatic gain control was set to 3 × 10^6^ and 1 × 10^5^ for MS and MS/MS scans, respectively.

Acquired nLC-MS/MS spectra as mascot generic files (.mgf) were matched to the UniProt reference proteome (Taxon ID: 9615, *Canis lupus familiaris*) using the Mascot Server (version 2.7.0; MatrixScience Inc., Boston, MA, USA). Generic settings were set to a significance threshold of *p* < 0.05 and the settings for trypsin as the proteolytic enzyme; a maximum of 1 missed cleavage; 0.2 peptide tolerance; peptide charges of >2+; oxidation allowed as variable modification; 0.5 Da MS/MS tolerance to identify the corresponding protein. To match aligned *m/z* values from MALDI-MSI with the peptides identified by nLC-MS/MS, we developed an in-house script with parameter settings as previously described (Hempel et al., 2023). Briefly, the comparison of MALDI-MSI and nLC−MS/MS *m/z* values required the identification of >1 peptide(s) (search mass window ≤ 0.5 Da) (Cillero-Pastor & Heeren, 2014). The peptide with the highest logP score and smallest mass difference between MALDI-MSI and nLC-MS/MS data were accepted as the correct match.

### Statistical analysis

The statistical power of the QuantSeq 3′ experimental design, calculated in RNASeqPower is 0.80. The following values were used for the required parameters: Sequencing depth = 116, coefficient of variation = 0.38, effect = 2 and alpha = 0.05. 

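Over the 21399 genes and 21 samples, the mean normalized count was 116.6. The biological coefficient of variation that edgeR estimated was 0.386 for groups 2a and 1 and 0.326 for groups 3 and 2b. The test was tried on counts simulated with the dispersion and the total counts of the real samples, in which 200 genes differed between the groups. Of genes that differed 2-fold, it found 2% at an adjusted p of at most 0.05 with the samples of groups 2a and 1, and 38.5% with those of groups 3 and 2b. Of genes that differed 4-fold, it found 75% and 84.5%, with 6 and 10 false calls. With no simulated difference, 0 genes were called in either comparison, and 4.55% and 4.99% of the genes had an unadjusted p under 0.05. The paper's power was calculated at an alpha of 0.05 without naming an adjustment. The shares found here need a p adjusted over all tested genes, which is stricter, and depend on how many genes differ. They are therefore not the same measure as the paper's power.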

Five biological and no technical replicates were utilized.

For statistical analyses, GraphPad Prism Version 9.5.1 (GraphPad Software, La Jolla, CA, USA) was used. Statistical tests applied for the different analyses are mentioned in the results section. *P* values of ≤0.05 were considered significant.

## Results

### Only minor differences between the compared groups on the mRNA level

In order to verify the initial histologic diagnosis of CCH for the selected samples, expression levels of a panel of markers for canine round cell tumors (Paździor-Czapula et al., 2015) were examined in the transcriptome data of the QuantSeq3′ analysis (see Fig. S1). 

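The paper's text does not list the markers of Fig. S1, so 8 genes named for CCH and 8 for other round cell tumors were taken from a list of common markers. The CCH markers were ITGB2 (CD18), AIF1 (Iba-1), CDH1 (E-cadherin), DLA-DRA, DLA-DQA1, DLA-DMA, CD1A6 (CD1a) and LYZ. The others were CD3E for T cell lymphoma, CD79A, MS4A1 and PAX5 for B cell lymphoma, IRF4 for plasmacytoma, and KIT, MS4A2 and CPA3 for mast cell tumor. CD207 and TPSAB1 were not analysed here. Within a sample, the CCH marker had the higher normalized count in 75.9% ± 5.94 (SD, n = 21 samples) of the pairs of a CCH marker and another marker, with 65.6% in the lowest and 85.9% in the highest sample. Without the T and B cell markers, which infiltrating lymphocytes also express, the share was 81.0% ± 5.75 (SD, n = 21). ITGB2, on chromosome 31 from 38463168 to 38490402, exceeded every marker of the other tumors in 21 of 21 samples. Its median was 2424 normalized counts (1741 to 3551). The group medians of ITGB2 were 2253 in group 1, 2446 in group 2a, 2429 in group 2b and 2231 in group 3. ITGB2 was thus about as high in lymphocyte-rich as in tumor cell-rich samples, so its count does not tell these cells apart. DLA-DQA1 exceeded all of them in 19 samples, DLA-DMA in 15, AIF1 in 12, CDH1 in 4, DLA-DRA in 2, LYZ in 1 and CD1A6 in 0. CD1A6 had a median of 0 and a highest value of 3.51 normalized counts, so it was close to the smallest value that the depth can show. It was the only entry looked up for CD1a, so its counts alone do not show that CD1a is absent. CD3E had the highest median of the other markers, 510 normalized counts over all samples. Its group medians were 135 in group 1, 103 in group 2a, 570 in group 2b and 808 in group 3. From its own panel of markers in Fig. S1, the paper concludes that the diagnosis of CCH holds for the whole cohort.

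**Figure D1:**
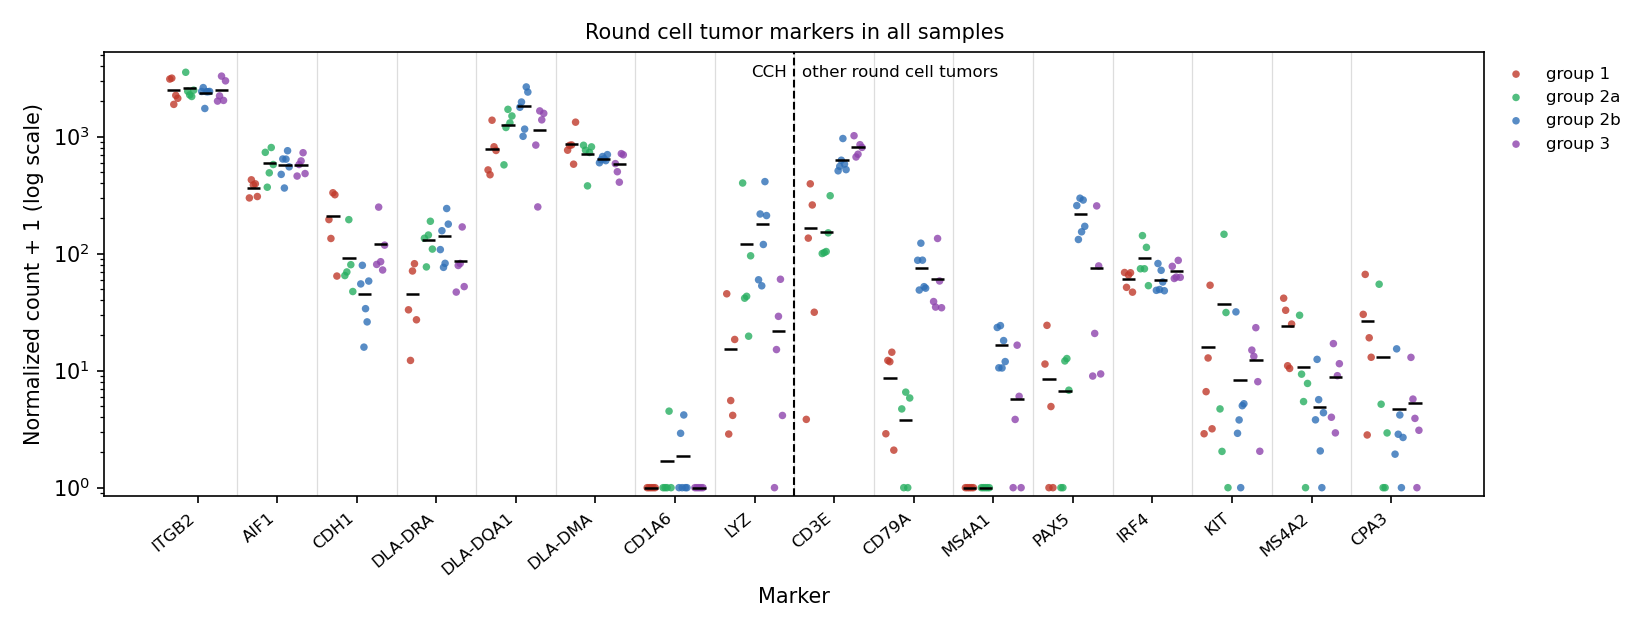
Normalized counts (+ 1, log scale) of the 8 CCH markers, left of the dashed line, and the 8 markers of other round cell tumors, right of it, in 21 samples. Each point is a sample and each horizontal line the mean of a group. ITGB2 lies above every marker of the other tumors in 21 of 21 samples, whereas CD1A6 does so in 0.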

The results clearly showed that the markers for CCH were significantly overexpressed in all samples compared to markers of relevant alternative round cell tumors, thus confirming the initial diagnosis of CCH for our entire study cohort.

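QuantSeq 3′ sequencing counts reads near the 3′ ends of polyadenylated transcripts. It was applied to RNA from formalin-fixed tissue of areas rich in tumor cells (groups 1 and 2a) or lymphocytes (groups 2b and 3). Counts of 21 samples were analysed, with 5 samples each in groups 1, 2a and 3 and 6 samples in group 2b. Each sample of groups 1, 2a and 3 came from 1 dog. Table S1 lists 4 of the 6 group 2b samples as pools of tissue from 3 or 4 dogs and the other 2 as tissue from 1 dog each. The authors deposited the number of reads on each of 21399 genes of the UU_Cfam_GSD_1.0 assembly. They also gave these counts divided by 1 size factor per sample, between 0.855 and 1.27, as normalized counts. The paper's text does not name the program that counted the reads or say how reads matching several genes were treated, so the values of genes with close copies carry that limit. Differential expression was tested on the raw counts with edgeR's quasi-likelihood test after TMM normalization, with only the 2 groups of a comparison in each fit. Genes with a count of at least 10 in at least 5 samples of the comparison were tested. DEGs were genes with a log2 fold change of at least 1 in size and a Benjamini-Hochberg adjusted p of at most 0.05. Single genes, gene families and marker sets were compared by 2-sided exact permutation tests on log2(normalized count + 1). The smallest p these exact tests can give is 0.0079 for 5 samples against 5 and 0.0022 for 5 against 6. RNA quality, as listed in Table S1, differed between the compared groups. The RQN was 8.2 ± 0.682 (SD, n = 5) in group 2a and 6.08 ± 1.74 (SD, n = 5) in group 1 (exact permutation p = 0.0476, adjusted p = 0.0635 over 4 comparisons of RNA quality). The DV200 was 73.7% ± 2.69 (SD, n = 5) in group 2a and 68.5% ± 2.46 (SD, n = 5) in group 1 (exact permutation p = 0.0159, adjusted p = 0.0346). Between groups 3 and 2b, the RQN was 7.08 ± 0.92 (SD, n = 5) against 5.48 ± 0.773 (SD, n = 6; exact permutation p = 0.0173, adjusted p = 0.0346), and the DV200 was 73.8% ± 1.82 (SD, n = 5) against 74.6% ± 1.73 (SD, n = 6; exact permutation p = 0.457). RNA quality and stage were therefore not independent. The sample labels and the paper's text name no sequencing batch.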

To identify differentially expressed genes (DEGs) between CCH tumor-cell rich sample groups 1 and 2a, and between the lymphocyte-enriched areas of sample groups 2b and 3 (Fig. 1A), the QuantSeq 3′ method was applied. An average of 5,626,401 to 7,852,354 raw reads with an average input length of 66.21 to 71.65 nt was found, which resulted in 2,334,311.03 to 2,801,964.93 normalized reads per sample. 

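Before normalization, 2113393 to 3559404 reads per sample were counted on genes, with a median of 2806620 in group 1, 2407545 in group 2a, 2529570 in group 2b and 2477334 in group 3. The total count did not differ detectably between group 2a (2415524 ± 297134; SD, n = 5) and group 1 (2881265 ± 402417; SD, n = 5; exact permutation p = 0.0714). It was 2478489.8 ± 77799.6 (SD, n = 5) in group 3 and 2507165 ± 225041 (SD, n = 6) in group 2b (exact permutation p = 0.794). The normalized counts of a sample added up to between 2334311 and 2801965. In each sample, between 14572 and 16384 genes had at least 1 read. The 10 genes with the most reads took between 5.12% and 10.4% of a sample's counts.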

Principle component analysis (PCA) was used to examine whether the compared CCH sample groups clustered or differed from each other. A strong association was found between groups 1 and 2a and likewise between 2b and 3, indicating minor differences between groups. However, a discrimination along PC1 between tumor-cell rich groups 1 and 2a *vs* lymphocyte groups 2b and 3 was observed (Fig. 1B). 

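On principal components of log2(normalized count + 1) over the 500 genes with the highest variance, the lymphocyte-rich samples lay 48.1 units higher on PC1 than the tumor cell-rich samples (permutation p = 1e-05, the smallest that 100000 permutations can give). The 2 kinds of sample overlapped at the margin, with the highest tumor cell-rich sample at 3.65 and the lowest lymphocyte-rich sample at 0.489. The mean PC1 score was −33.2 ± 12.97 (SD, n = 5) in group 1, −17.2 ± 13.5 (SD, n = 5) in group 2a, 30.8 ± 10.1 (SD, n = 6) in group 2b and 13.4 ± 10.0 (SD, n = 5) in group 3. Group 2a lay 16.0 units above group 1 on PC1 (exact permutation p = 0.0873) and 14.1 units above it on PC2 (exact permutation p = 0.151). Between groups 3 and 2b, the difference was −17.4 on PC1 (exact permutation p = 0.0260) and −26.0 on PC2 (exact permutation p = 0.0693). From the positions of the groups, the paper concludes that the differences within each compared pair of groups were minor.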

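The first principal component held 34.2% of the variance of these 500 genes (jackknife SE 7.43, n = 21 samples) and the second 20.0% (jackknife SE 6.11), together 54.2%. Taking all genes past the count filter in place of the 500 lowered the shares most, to 26.7% and 11.3%. With DESeq2's variance stabilizing transformation, the share of PC1 was 44.8%. Of the marker genes looked up among the 500, keratinocyte markers made up 10 of 15, T cell markers 6 of 10 and B cell markers 5 of 6. CCH markers made up 1 of 8 and proliferation markers 0 of 15.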

The eigenvalues of the first two principal components accounted for 60% of the total variance (PC1 45%; PC2 15%).

**Figure 1:**
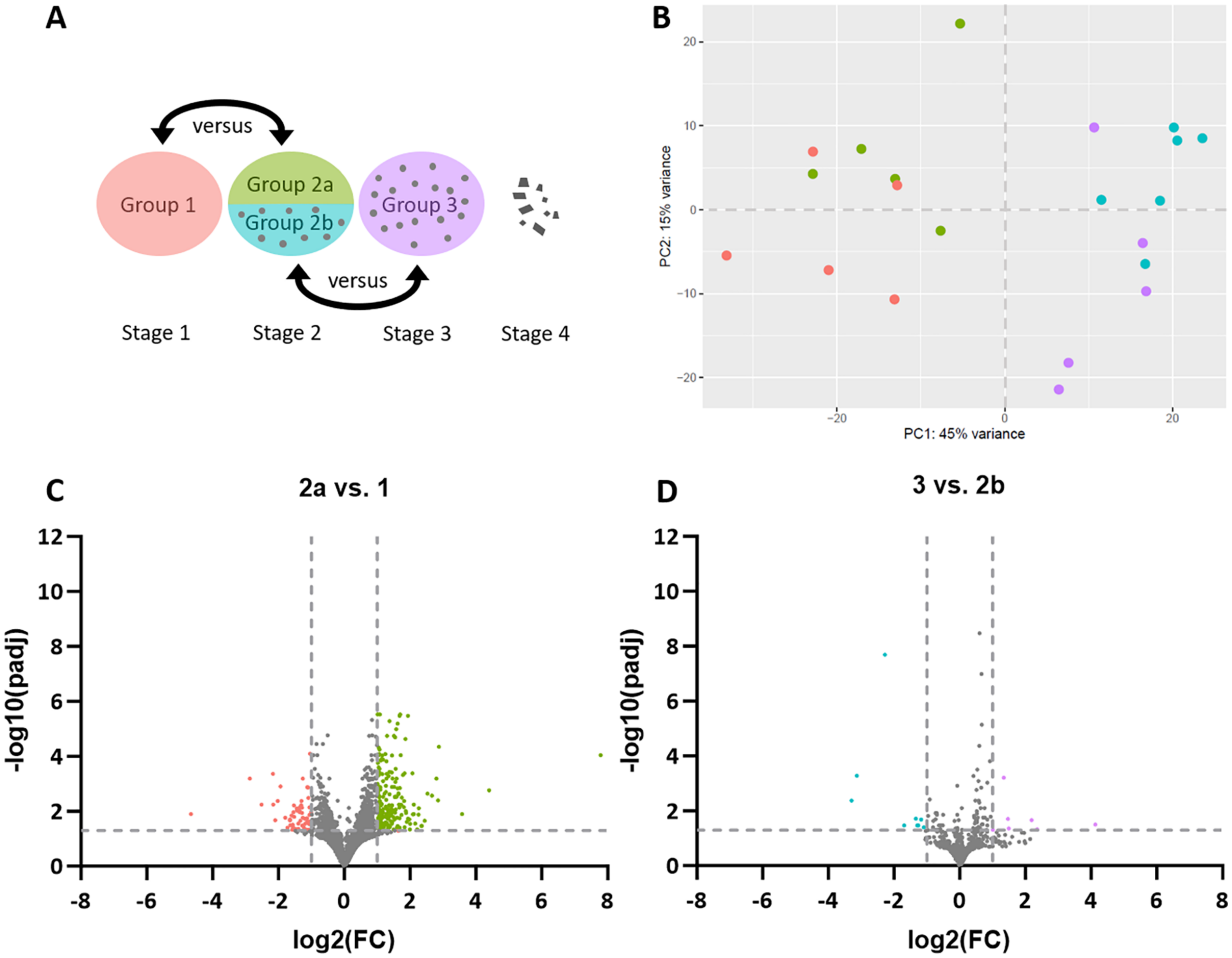
Stage-dependent transcriptome analysis of tumor cell- and lymphocyte-enriched canine cutaneous histiocytoma (CCH) groups. (A) Schematic depiction of comparisons between different stages and areas of CCH. Areas highly enriched for stage 1 tumor cells were compared with those of stage 2, here termed group 2a, while areas highly enriched for stage 2 lymphocytes, here termed group 2b, were compared with stage 3 lymphocytes. (B) Principle component analysis plot of all compared groups in the QuantSeq 3′ analysis: Tumor cells of group 1 (red) and 2a (green) and lymphocytes of group 2b (blue) and 3 (violet). (C) Volcano plots of differentially expressed genes of group 2 tumor cells (2a) compared to group 1 tumor cells and group 3 lymphocytes compared to group 2 lymphocytes (2b). Thresholds for significantly differentially expressed genes (log_2_ (fold change (FC)) ≤ −1 or ≥ 1 and adjusted *p*-value < 0.05 ≙ −log_10_ (*p*_adj_) > 1.3) are depicted by dashed lines.

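In group 2a compared to group 1, 44 of 11200 tested genes were DEGs, 40 with higher and 4 with lower expression. Without the fold change threshold, 59 genes had an adjusted p of at most 0.05, and 2005 genes had an unadjusted p under 0.05. Among the DEGs whose samples did not overlap between the groups, PLEC had the largest increase. It lies on chromosome 13 of UU_Cfam_GSD_1.0 from 38203929 to 38236330 and had 112 ± 36.8 normalized counts (SD, n = 5) in group 2a and 27.1 ± 7.51 (SD, n = 5) in group 1. Its log2 fold change was 2.04 (SE 0.279, adjusted p = 0.0334 from edgeR; exact permutation p = 0.00794). The largest decrease was that of LAMTOR2, on chromosome 7 from 41746005 to 41748735, with 114 ± 66.1 normalized counts (SD, n = 5) in group 2a and 454 ± 185 (SD, n = 5) in group 1. Its log2 fold change was −1.98 (SE 0.363, adjusted p = 0.0399 from edgeR; exact permutation p = 0.00794). DDX52 (chromosome 9, 37333761 to 37356661), LOC100856137 (chromosome 12, 2460225 to 2462733), HNRNPC (chromosome 15, 18365297 to 18424248) and UBN2 (chromosome 16, 9208600 to 9295741) rose by log2 fold changes of 1.98, 1.88, 1.87 and 1.86. The files list a numbered form of HNRNPC, ending in 2 where most genes end in 3, and the paper's text does not explain these endings. PPL (chromosome 6, 36790213 to 36834467), GOLGA7 (chromosome 16, 24816764 to 24835294) and RNF11 (chromosome 15, 9998533 to 10035178) had log2 fold changes of −1.71, −1.12 and −1.01. The adjusted p of these 7 genes lay between 0.0334 and 0.0479. Among the alternatives chosen beforehand, the number of DEGs ranged from 0 genes with DV200 as a covariate (976 with an unadjusted p under 0.05) to 264 genes with DESeq2 in place of edgeR, which included the 44. When each sample was left out in turn, 8 of 10 fits gave 0 DEGs, with 1694 to 1873 genes at an unadjusted p under 0.05. The log2 fold change of PLEC then stayed between 1.82 and 2.20, and that of LAMTOR2 between −2.41 and −1.70.

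**Figure D2:**
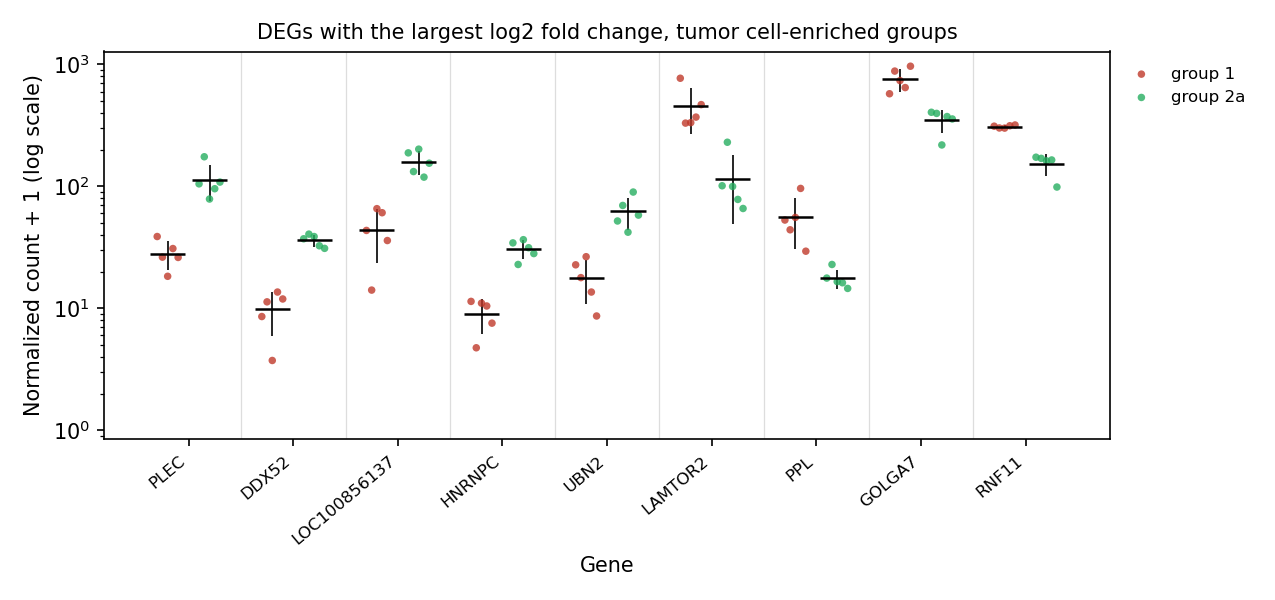
Normalized counts (+ 1, log scale) of the 9 DEGs with the largest log2 fold changes in each direction, in 5 samples of group 1 and 5 of group 2a. Points are samples, horizontal lines are means and vertical lines are SDs. PLEC, DDX52, LOC100856137, HNRNPC and UBN2 are higher in all 5 samples of group 2a, and LAMTOR2, PPL, GOLGA7 and RNF11 are lower in all 5.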

Differential gene expression analysis revealed 249 DEGs in sample group 2a compared to sample group 1, including 58 genes with lower expression and 191 with higher expression levels (Fig. 1C). A list of all DEGs can be found in the Supplemental Material (Table S2). 

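Of the 249 genes that Table S2 lists for groups 2a and 1, 213 passed the count filter used here. All 213 changed in the listed direction, 211 of them with an unadjusted p under 0.05, and 38 were among the 44 DEGs of the edgeR fit. Adjusted over the listed genes alone, 211 had a p of at most 0.05, which shows no stability because the list was drawn from these counts. The log2 fold changes of Table S2 equal a shrunken estimate in the table the authors deposited. Without shrinkage, the authors' estimates put 338 genes past the same threshold. A DESeq2 fit of all 4 groups over all genes, made here after the values were seen, called 338 genes as well, and 338 were shared. RNF11 is not in Table S2.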

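In group 3 compared to group 2b, 5 of 11685 tested genes were DEGs, 1 with higher and 4 with lower expression. Without the fold change threshold, 13 genes had an adjusted p of at most 0.05, 9 higher and 4 lower, and 1527 genes had an unadjusted p under 0.05. TOX2 (chromosome 24, 32148382 to 32281033) was the gene with higher expression. It had 306 ± 70.5 normalized counts (SD, n = 5) in group 3 and 152 ± 26.7 (SD, n = 6) in group 2b, a log2 fold change of 1.00 (SE 0.171, adjusted p = 0.0381 from edgeR; exact permutation p = 0.00216). LOC102156243 (chromosome 16, 12264883 to 12265363) fell from 53.8 ± 12.2 (SD, n = 6) to 10.4 ± 5.58 (SD, n = 5), a log2 fold change of −2.36 (SE 0.357, adjusted p = 0.0229 from edgeR). RPL37 (chromosome 4, 69473412 to 69475977), with 288 ± 108 (SD, n = 5) against 1171 ± 618 (SD, n = 6), had a log2 fold change of −2.02 (SE 0.350, adjusted p = 0.0381 from edgeR). ABCA1 (chromosome 11, 61125735 to 61254053) had 396 ± 108 (SD, n = 5) against 967 ± 162 (SD, n = 6), a log2 fold change of −1.29 (SE 0.179, adjusted p = 0.0229 from edgeR). RPIA (chromosome 17, 38091779 to 38122295) had 72.2 ± 14.6 (SD, n = 5) against 146 ± 23.1 (SD, n = 6), a log2 fold change of −1.02 (SE 0.181, adjusted p = 0.0424 from edgeR). The largest number under another processing without leaving a sample out was 47 with DESeq2, which included the 5. With RQN as a covariate, 0 genes passed, and 1486 had an unadjusted p under 0.05. Leaving out each sample in turn gave between 0 and 50 DEGs, and 5 of the 11 fits gave 0, with 1188 to 1415 genes at an unadjusted p under 0.05. Of the 16 genes of Table S2 for this comparison, 13 were tested, 13 changed in the listed direction and 1 was among the 5.

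**Figure D3:**
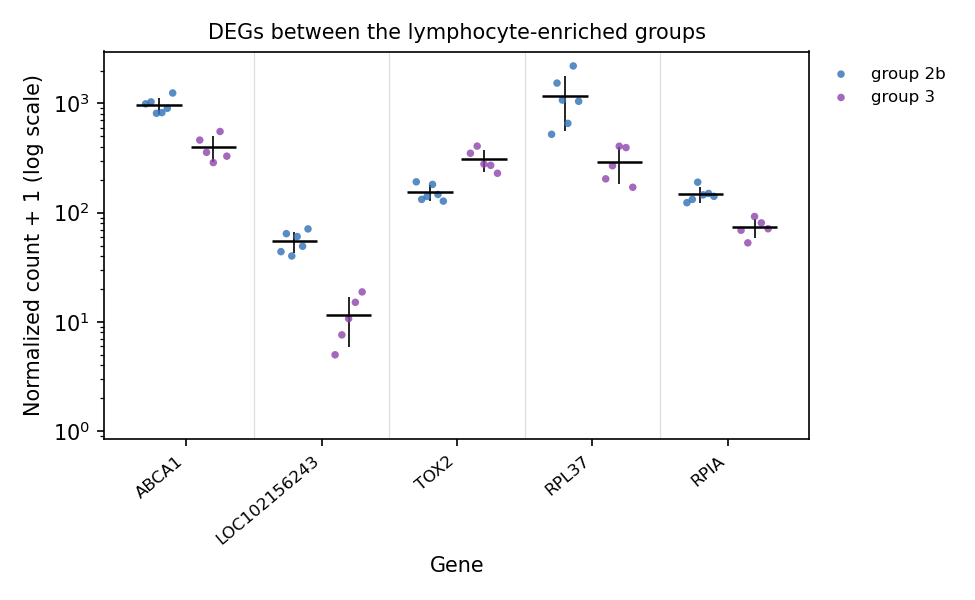
Normalized counts (+ 1, log scale) of the 5 DEGs in 6 samples of group 2b and 5 of group 3. Points are samples, horizontal lines are means and vertical lines are SDs. TOX2 is higher in the 5 samples of group 3, and ABCA1, LOC102156243, RPL37 and RPIA are lower.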

Between sample groups 3 and 2b, 16 DEGs were found, nine of which with lower and seven with higher expression (Fig. 1D).

For pathway enrichment analysis, g:GOSt was employed. Analyzing the down-regulated genes in sample group 2a compared to sample group 1, 16 GO terms were over-represented. However, with the exception of *wound healing* (−log10(*p*-adj) = 5.2) and *response to wounding* (−log10(*p*-adj) = 4.6), detected terms displayed adjusted *p*-values above, albeit very close to the threshold of significance (>0.05). This also applied to all 26 GO terms that were over-represented in the upregulated genes in group 2a compared to group 1, indicating little overall difference between the tumor cells of the two groups. A list of all biologically comprehensible and significant GO terms is presented in Table 1. No significantly enriched GO terms were found for the DEGs between sample groups 3 and 2b.

**Table 1:** Pathway analysis of significantly differentially expressed genes between groups 2a and 1 using g:Profiler.

Downregulated in 2a *vs* 1			Upregulated in 2a *vs* 1		
Term name	Term ID	−log_10_(*p*_adj_)	Term name	Term ID	−log_10_(*p*_adj_)
Wound healing	GO:0042060	5.19	Apoptotic signaling pathway	GO:0097190	1.68
Response to wounding	GO:0009611	4.60	Positive regulation of response to stimulus	GO:0048584	1.58
Virion attachment to host cell	GO:0019062	1.86	Regulation of apoptotic process	GO:0042981	1.38
Adhesion of symbiont to host cell	GO:0044650	1.81	Apoptotic process	GO:0006915	1.36
Cell-substrate adhesion	GO:0031589	1.73	Regulation of response to stimulus	GO:0048583	1.36
Regulation of connective tissue replacement involved in inflammatory response wound healing	GO:1904596	1.66	Regulation of programmed cell death	GO:0043067	1.36
Regulation of connective tissue replacement	GO:1905203	1.41	Programmed cell death	GO:0012501	1.34
Wound healing involved in inflammatory response	GO:0002246	1.39	Immune response	GO:0006955	1.34
Developmental process	GO:0032502	1.36	Antigen processing and presentation of endogenous peptide antigen	GO:0002483	1.34
Endothelial cell migration	GO:0043542	1.36	Immune system process	GO:0002376	1.34
Anatomical structure formation involved in morphogenesis	GO:0048646	1.36	Regulation of monocyte chemotaxis	GO:0090025	1.34
Extracellular matrix organization	GO:0030198	1.36	Positive regulation of monocyte chemotaxis	GO:0090026	1.34
Inflammatory response to wounding	GO:0090594	1.36	Extrinsic apoptotic signaling pathway	GO:0097191	1.34
Cell migration	GO:0016477	1.36	Positive regulation of chemotaxis	GO:0050921	1.34
Cell growth	GO:0016049	1.36	Positive regulation of response to external stimulus	GO:0032103	1.34
Regulation of cell growth	GO:0001558	1.36	Regulation of cell death	GO:0010941	1.34
			Response to bacterium	GO:0009617	1.34
			Cell surface receptor signaling pathway	GO:0007166	1.34
			Negative regulation of blood vessel morphogenesis	GO:2000181	1.33
			Antigen processing and presentation of endogenous antigen	GO:0019883	1.33
			Negative regulation of vasculature development	GO:1901343	1.33
			Regulation of apoptotic signaling pathway	GO:2001233	1.33
			Negative regulation of angiogenesis	GO:0016525	1.33
			Cell death	GO:0008219	1.33
			Regulation of cell population proliferation	GO:0042127	1.31
			Somatic diversification of immune receptors	GO:0002200	1.31

To gain deeper insight into explicitly immuno-oncological mechanisms, the same samples used for the QuantSeq 3′ analysis were subjected to NanoString’s nCounter Canine IO Panel. Of the 800 genes covered on the panel, 790 were detected in our RNA isolates. However, none of them were significantly differentially expressed between sample group 2a *vs* 1 or between group 3 *vs* 2b. This result also includes that there was no clustering of the compared experimental sample groups for any of the gene sets included in the panel, including apoptosis, proliferation, and hypoxia. A list of all investigated gene sets is presented in Table S3.

### Only minor differences between compared groups on protein level

Following a hypothesis-generating approach, we analyzed abundantly expressed peptides on the spatially resolved proteome level using MALDI-MSI technology. Highly expressed peptides in CCH stages 1, 2, and 3 were quantified and bioinformatic data processing was used to calculate which peptides were discriminating (receiver operating characteristic (ROC) value ≤0.3 or ≥0.7) between annotated areas of the different tumor stages. Similar to our transcriptome analyses, tumor cell-enriched and lymphocyte-enriched areas were compared within the different stages, respectively. A total of 412 mass features were identified across all stages (for details, see Table S4). Then, identified peptides were assigned to proteins and applied to pathway enrichment analysis with g:GOSt (Table 2). Among the calculated GO terms none was associated with established immune-oncological mechanisms, supporting the results of our transcriptome analysis.

**Table 2:** Pathway analysis of specifically expressed peptides in sample groups of canine cutaneous histiocytoma.

Tumor cells					
Term name	Term ID	−log_10_(*p*_adj_)	Term name	Term ID	−log_10_(*p*_adj_)
Specific in 1 *vs* 2			Specific in 2 *vs* 1		
Proton-transporting two-sector ATPase complex, catalytic domain	GO:0033178	1.89	Actin filament-based process	GO:0030029	2.42
			F-actin capping protein complex	GO:0008290	2.36
			Negative regulation of actin filament depolymerization	GO:0030835	2.14
			Regulation of actin filament depolymerization	GO:0030834	1.78
			Endosome membrane	GO:0010008	1.76
			Actin cytoskeleton organization	GO:0030036	1.55
			Negative regulation of protein depolymerization	GO:1901880	1.50
			Intracellular non-membrane-bounded organelle	GO:0043232	1.45
			Non-membrane-bounded organelle	GO:0043228	1.45
			Actin filament depolymerization	GO:0030042	1.41
Specific in 1 *vs* 3			Specific in 3 *vs* 1		
None			Acetyl-CoA biosynthetic process	GO:0006085	1.74
			Thioester biosynthetic process	GO:0035384	1.53
			Acyl-CoA biosynthetic process	GO:0071616	1.53
			Structural constituent of cytoskeleton	GO:0005200	1.43
Specific in 2 *vs* 3			Specific in 3 *vs* 2		
F-actin capping protein complex	GO:0008290	2.57	Proton-transporting two-sector ATPase complex, catalytic domain	GO:0033178	3.12
Negative regulation of actin filament depolymerization	GO:0030835	2.32	ATPase complex	GO:1904949	1.34
Regulation of actin filament depolymerization	GO:0030834	1.96			
Negative regulation of protein depolymerization	GO:1901880	1.68			
Actin filament depolymerization	GO:0030042	1.59			
Cytoplasm	GO:0005737	1.48			
Regulation of protein depolymerization	GO:1901879	1.45			
Protein-containing complex disassembly	GO:0032984	1.43			
Negative regulation of protein-containing complex disassembly	GO:0043242	1.43			
**Lymphocytes**					
Specific in 2 *vs* 3			Specific in 3 *vs* 2		
F-actin capping protein complex	GO:0008290	2.27	None		
Cell cortex	GO:0005938	2.14			
Cortical cytoskeleton	GO:0030863	1.98			
Poly(A) binding	GO:0008143	1.55			
mRNA binding	GO:0003729	1.54			

### Components of MHC I and MHC II are expressed in tumor cell-enriched groups of CCH on the mRNA and protein levels

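In the QuantSeq 3′ data, the samples of groups 2a and 1 did not overlap for 633 of the 11200 tested genes (5.65%, where chance gives 0.794%), of which 393 were higher and 240 lower in group 2a. For groups 3 and 2b, the samples did not overlap for 247 of 11685 genes (2.11%, where chance gives 0.433%), of which 139 were higher and 108 lower in group 3. These genes included the 44 DEGs of the first and the 5 of the second comparison. From the adjusted p-values of the GO terms among the DEGs, the paper reasons that the tumor cells of groups 1 and 2a differ little. It also bases minor differences between the compared groups on the principal components, the immune-oncology gene panel and the mass spectrometry. In the paper, no gene of that panel was significant in either comparison. RNA quality differed between the groups of both comparisons, so the excess over chance cannot be assigned to stage.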

After only minor differences were found at the mRNA and protein levels by stage comparison, a hypothesis-driven approach was applied to test for specific molecules that had previously been speculated by others (Baines et al., 2007; Kipar et al., 1998; Pires et al., 2013b) to be relevant in the immunological response that ultimately results in tumor cell destruction. This approach aimed to not only reinforce existing hypotheses but also to assess the reliability of our data.

Using the normalized counts from the whole transcriptome analysis, we specifically examined whether MHC I and MHC II complexes were expressed in the tumor cell-rich sample groups 1 and 2a. Indeed, all annotated components of both complexes except for dog leucocyte antigen (DLA)-12 were detected in both stages in substantial amounts (Fig. 2). 

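Of 11 MHC genes looked up, 10 were analysed, and DLA-12 was not analysed here. The smallest group mean was 4.48 normalized counts, for DLA-DMB in group 1. In group 2a, each of the 10 genes was above 3 counts in 5 of 5 samples. In group 1, 8 genes were above 3 counts in 5 of 5 samples, DLA-79 in 4 and DLA-DMB in 2, so DLA-DMB was at the limit of what the depth can show. Between the groups, 3 genes had an exact permutation p of at most 0.05 and 0 passed Benjamini-Hochberg adjustment over the 10 genes (smallest adjusted p 0.0529). Among all tested genes, 0 MHC genes had an adjusted p of at most 0.05 in the edgeR fit. Scaling the counts with TMM factors in place of the size factors gave 2 genes past the adjustment over the family. From the counts, the paper states that both complexes were present in both stages.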

A comparison of the number of counts of the different canine class I genes revealed that DLA-88 was highly expressed (group 1: 12,521.6; group 2a: 11,727.6), while DLA-64 (group 1: 261.5; group 2a: 165.2) and DLA-79 (group 1: 52.3; group 2a: 10.9) exhibited relatively low levels of expression.

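DLA-88 (chromosome 12, 1031738 to 1034937) had 12522 ± 3723 normalized counts (SD, n = 5) in group 2a and 11728 ± 3656 (SD, n = 5) in group 1, a difference smaller than the spread between samples (exact permutation p = 0.738). DLA-64 (chromosome 12, 1122932 to 1126491) had 261 ± 274.4 (SD, n = 5) in group 2a and 165 ± 151 (SD, n = 5) in group 1 (exact permutation p = 0.571). DLA-79 (chromosome 18, 41564328 to 41567490) had 52.3 ± 24.2 (SD, n = 5) in group 2a and 10.9 ± 8.91 (SD, n = 5) in group 1, and the 5 samples of group 2a lay above the 5 of group 1, of which 4 were above 3 counts (exact permutation p = 0.00794, adjusted p = 0.0529 over the family). Its log2 fold change was 2.26 (SE 0.569, adjusted p = 0.0816 from edgeR, with a range of 0.00394 to 0.808 over the alternative settings). The read counter's treatment of reads shared by class I genes is not named in the paper's text.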

**Figure 2:**
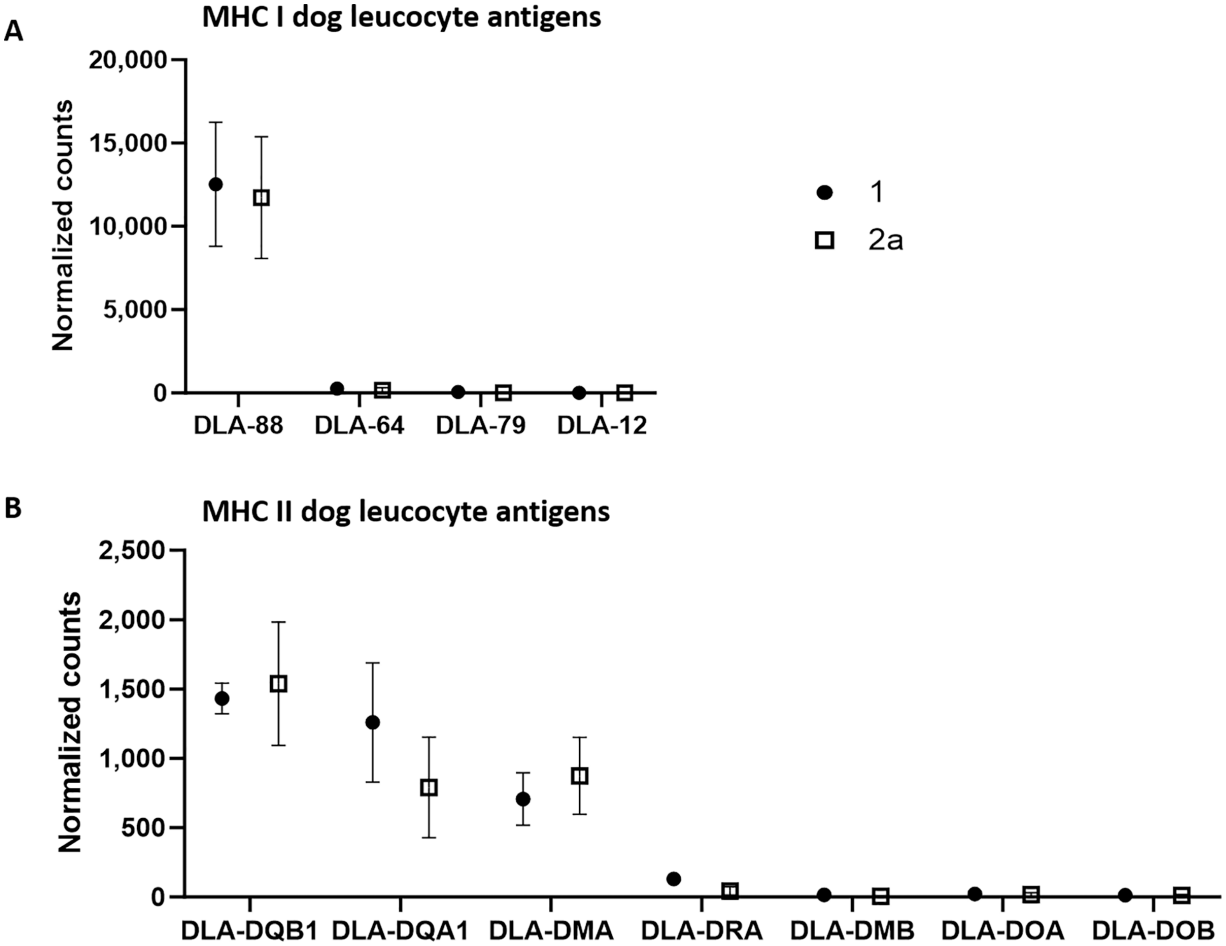
mRNA expression levels of dog leucocyte antigens (DLA) major histocompatibility complex (MHC) I (A) and MHC II (B) components in tumor cell-enriched areas of select stages of canine cutaneous histiocytoma. Means and standard deviation (*n* = 5) of normalized counts are depicted as detected by QuantSeq 3′ analysis.

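Among class II genes, DLA-DQB1 (chromosome 12, 2399342 to 2404990) had 1432 ± 110 normalized counts (SD, n = 5) in group 2a and 1537 ± 444 (SD, n = 5) in group 1 (exact permutation p = 0.960). DLA-DQA1 (chromosome 12, 2375650 to 2382076) had 1259 ± 430.4 (SD, n = 5) in group 2a and 790.5 ± 363 (SD, n = 5) in group 1 (exact permutation p = 0.119), and DLA-DMA (chromosome 12, 2672100 to 2675661) 707 ± 189 (SD, n = 5) and 873 ± 277 (SD, n = 5; exact permutation p = 0.333). DLA-DRA (chromosome 12, 2287866 to 2291417) had 130.1 ± 41.7 (SD, n = 5) in group 2a and 44.2 ± 30.0 (SD, n = 5) in group 1 (exact permutation p = 0.0159, adjusted p = 0.0529 over the family). Its log2 fold change was 1.56 (SE 0.441, adjusted p = 0.103 from edgeR, with a range of 0.0106 to 1 over the alternative settings), and 4 of 5 samples of group 2a lay above all samples of group 1. DLA-DMB (chromosome 12, 2658442 to 2663494) had 15.9 ± 4.51 (SD, n = 5) in group 2a and 4.48 ± 3.70 (SD, n = 5) in group 1 (exact permutation p = 0.0159), a log2 fold change of 1.80 (SE 0.547, adjusted p = 0.120 from edgeR). DLA-DOA (chromosome 12, 2718589 to 2723244) had 22.1 ± 18.0 (SD, n = 5) and 17.6 ± 13.6 (SD, n = 5; exact permutation p = 0.579), and DLA-DOB (chromosome 12, 2533116 to 2538741) 12.8 ± 5.46 (SD, n = 5) and 12.1 ± 6.81 (SD, n = 5; exact permutation p = 0.738).

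**Figure D4:**
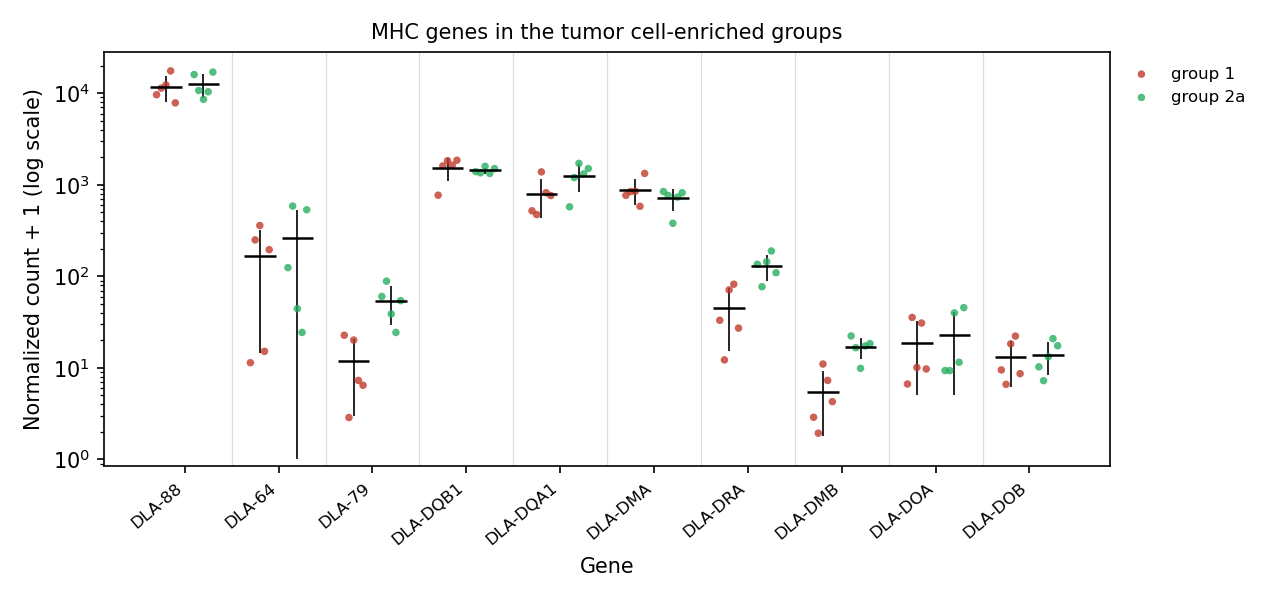
Normalized counts (+ 1, log scale) of 10 MHC genes in 5 samples of group 1 and 5 of group 2a. Points are samples, horizontal lines are means and vertical lines are SDs, clipped at the bottom of the axis. The samples of the 2 groups do not overlap for DLA-79 and overlap for the other 9 genes.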

On the other hand, the comparison of the counts of the canine class II genes revealed relatively high average expression levels of DLA-DQB1 (group 1: 1,432.2; group 2a: 1,537.4), -DQA1 (group 1: 1,259.3; group 2a: 790.5) and -DMA (group 1: 707,3; group 2a: 873.3) whereas mean expression levels of the remaining genes were relatively low, with DLA-DRA (group 1: 130.1; group 2a: 44.2), -DMB (group 1: 15.9; group 2a: 4.5), -DOA (group 1: 22.1; group 2a: 17.6) and DOB (group 1: 12,8; group 2a: 12,1).

Among the most abundant peptides as identified by MALDI-MSI, components of MHC I and MHC II were found in the tumor cell-enriched areas in all three tumor stages. MHC I peptide TFKETAQVYR was detected among discriminating peptides in stage 1 tumor cells (rank 18, ROC = 0.226) compared to stage 2. The same peptide was found to be discriminating for stage 3 (rank 1, ROC: 0.745) compared to stage 1 tumor cells, indicating that MHC I was most abundant in stage 3, followed by stage 1 and finally stage 2. This peptide sequence was found to be part of dog leucocyte antigen-88 (DLA88) which is consistent with one of the four components of the canine MHC I complex.

Similar results were found for MHC II-peptide SFDPQGALR, which was discriminating in stage 1 tumor cells (rank 7, ROC: 0.195) compared to stages 2 and 3 (rank 63, ROC: 0.76), indicating higher expression of MHC II in tumor cell-enriched areas of stages 1 compared to 2 and 3. This peptide is part of the DLA class II antigen.

### Higher expression of co-stimulatory molecules than co-inhibitory molecules in CCH tumor cell-enriched sample groups on the mRNA level

To test for expression of co-stimulatory molecules, data from the QuantSeq 3′ analysis were screened for B7 family ligands in each of the tumor cell-rich sample groups 1 and 2a, respectively. Second, we tested for CD28 family receptors in each of the lymphocyte-rich sample groups 2b and 3. 

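All 7 B7 family ligands looked up were analysed in groups 1 and 2a. CD80, CD86, PD-L1 (CD274), PD-L2 (PDCD1LG2), L-ICOS (ICOSLG) and B7-H3 (CD276) were above 3 counts in 10 of 10 samples. B7-H4 (VTCN1) was above 3 counts in 5 of 5 samples of group 1 and in 3 of 5 of group 2a. Of the CD28 family receptors, CD28, CTLA4 and ICOS were analysed in groups 2b and 3, and PD-1 was not analysed here. CD28 and CTLA4 were above 3 counts in 11 of 11 samples. ICOS was above 3 counts in 6 of 6 samples of group 2b and in 3 of 5 of group 3, with 1 sample without a read. Between groups 2a and 1, PD-L1 (exact permutation p = 0.0476) and L-ICOS (exact permutation p = 0.0318) had the smallest p-values, and both had an adjusted p of 0.167 over the 7 ligands. The smallest adjusted p over all genes tested by edgeR was 0.228 for the ligands and 0.596 for the receptors.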

In fact, except for PD-1 all members of both receptor/ligand groups were found expressed in all tumor sample groups studied (Fig. 3). However, we failed to identify peptides corresponding to the respective co-stimulatory molecules in the proteome data of all three CCH stages. 

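CD86 (chromosome 33, 25890298 to 25952478) had 742 ± 209 normalized counts (SD, n = 5) in group 2a and 665 ± 166 (SD, n = 5) in group 1, and CD80 (chromosome 33, 23822928 to 23847156) 129 ± 39.1 (SD, n = 5) and 98.5 ± 46.8 (SD, n = 5). CD86 had the highest count of the 7 ligands in 10 of 10 samples, between 3.64 and 7.84 times that of the next ligand (median 5.11), and CD80 came second in 5 of them. The other ligands had means of 43.9 ± 12.5 and 26.5 ± 10.8 (PD-L1), 47.2 ± 22.4 and 61.1 ± 52.8 (PD-L2), 44.4 ± 20.8 and 25.9 ± 3.80 (L-ICOS), 74.9 ± 57.7 and 134 ± 52.5 (B7-H3), and 13.3 ± 14.2 and 12.4 ± 5.98 (B7-H4) in groups 2a and 1 (SD, n = 5 each). CTLA4 (chromosome 37, 12505745 to 12511890) had 104 ± 52.8 (SD, n = 5) in group 3 and 72.5 ± 29.3 (SD, n = 6) in group 2b. CD28 (chromosome 37, 12361906 to 12391080) had 13.9 ± 7.87 (SD, n = 5) and 13.6 ± 6.63 (SD, n = 6), and ICOS (chromosome 37, 12571149 to 12591783) 3.62 ± 3.15 (SD, n = 5) and 7.78 ± 3.88 (SD, n = 6). CTLA4 had the highest count of the 3 receptors in 11 of 11 samples, between 1.5 and 20.2 times that of the next receptor (median 5.33). CD28 exceeded ICOS in 10 of 11 samples, by a mean of 1.27 on the log2 scale (exact sign-flip permutation p = 0.00195).

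**Figure D5:**
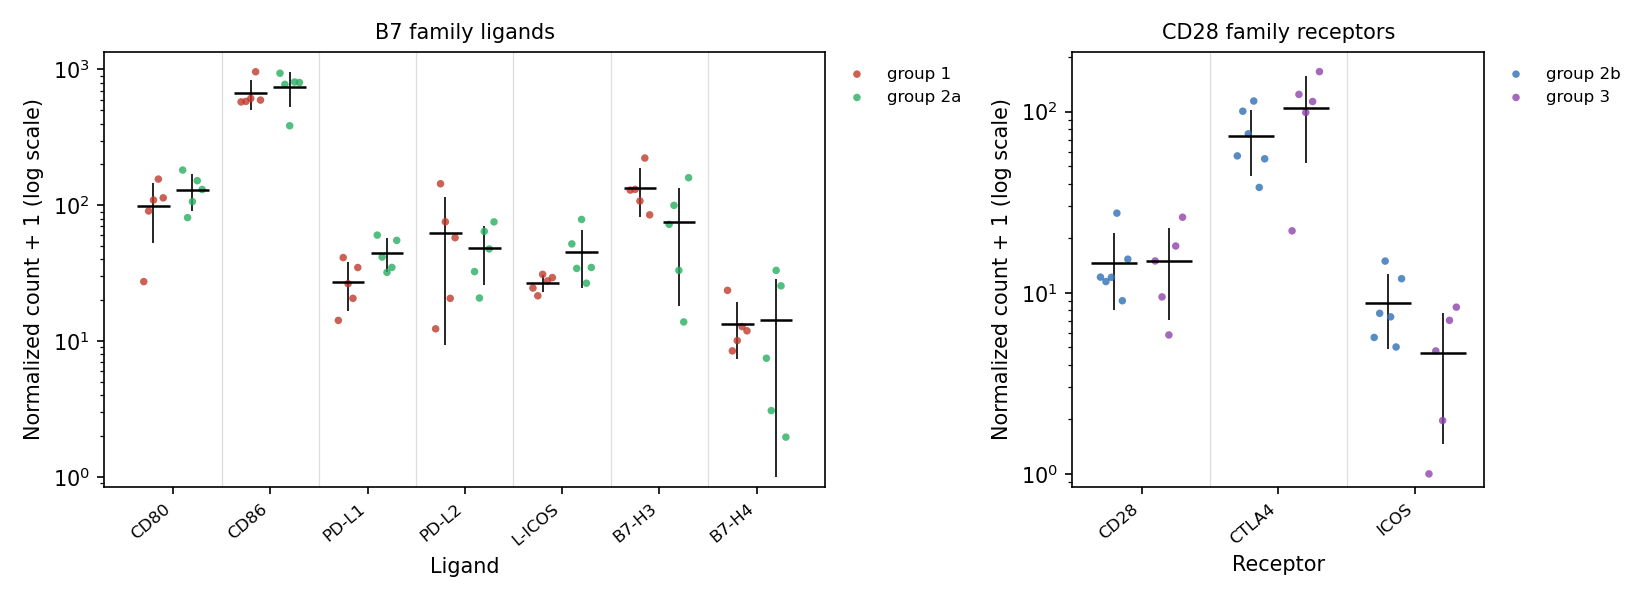
Normalized counts (+ 1, log scale) of 7 B7 family ligands in groups 1 and 2a and of 3 CD28 family receptors in groups 2b and 3. Points are samples, horizontal lines are means and vertical lines are SDs, clipped at the bottom of the axis. CD86 is the highest ligand in 10 of 10 samples and CTLA4 the highest receptor in 11 of 11.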

CD86 was most highly expressed among B7 family ligands and CTLA4 among CD28 family receptors followed by CD28 suggesting that inhibitory and activating processes are occurring simultaneously.

**Figure 3:**
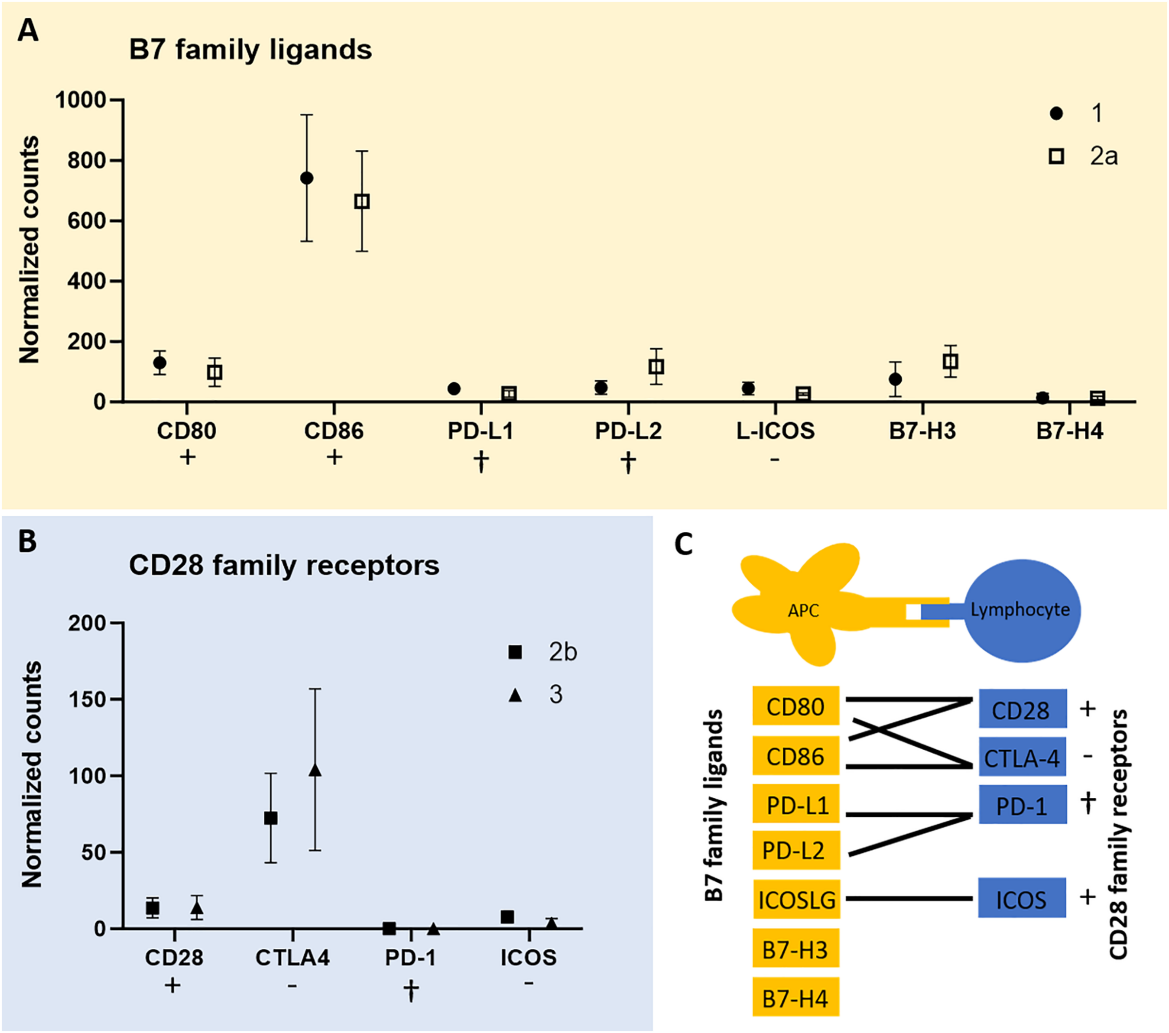
mRNA expression levels of immune regulatory B7 family ligands (A) in tumor cell-enriched areas and co-stimulatory/co-inhibitory CD28 family receptors (B) in lymphocyte-enriched sample groups of select stages of canine cutaneous histiocytoma. Means and standard deviation (*n* = 5) of normalized counts are depicted as detected by QuantSeq 3′ analysis. Immuno-stimulatory (+), immuno-inhibitory (−), and apoptosis-inducing (cross) ligands/receptors are tagged. Schematic depiction of functional relationships of B7 family ligands and CD28 family receptors (C) modified from Sharpe & Freeman (2002). APC, antigen-presenting cell.

### Increasing expression of CD80 and constantly high expression of CD86 in tumor cells in the time course of CCH regression

Subsequently, the hypothesis that immune response-stimulating molecules are involved in CCH regression was further specified by studying spatial- and stage-dependent expression of CD80 and CD86. For this purpose, *in situ* hybridization was employed to examine how many of the tumor cells expressed either of the two members of B7 family ligands. To this end, all tumors were analyzed separately in three horizontal layers, including the bottom, center, and upper third of each sample. Furthermore, cellular expression of CD80 and CD86 in each of the three layers was compared between the three tumor stages, respectively. We found that both CD80 and CD86 were expressed in the majority of tumor cells, but not in the epidermis, apocrine glands or endothelial cells. A subset of lymphocytes also expressed CD80, unlike CD86, which was not detected in lymphocytes at all. Interestingly, there was a tendency towards increased CD80 expression in the middle and upper layers from stage 1 to stage 3 (Figs. 4A –4C). A significant (unpaired t-test with *p* = 0.0161) difference in the center between groups 1 and 3 (Fig. 4B) was observed. In contrast, the percentage of CD86 expressing tumor cells remained rather constant in all layers across the three stages, ranging between 91.1% and 98.9% expressing tumor cells (Figs. 4D–4F).

**Figure 4:**
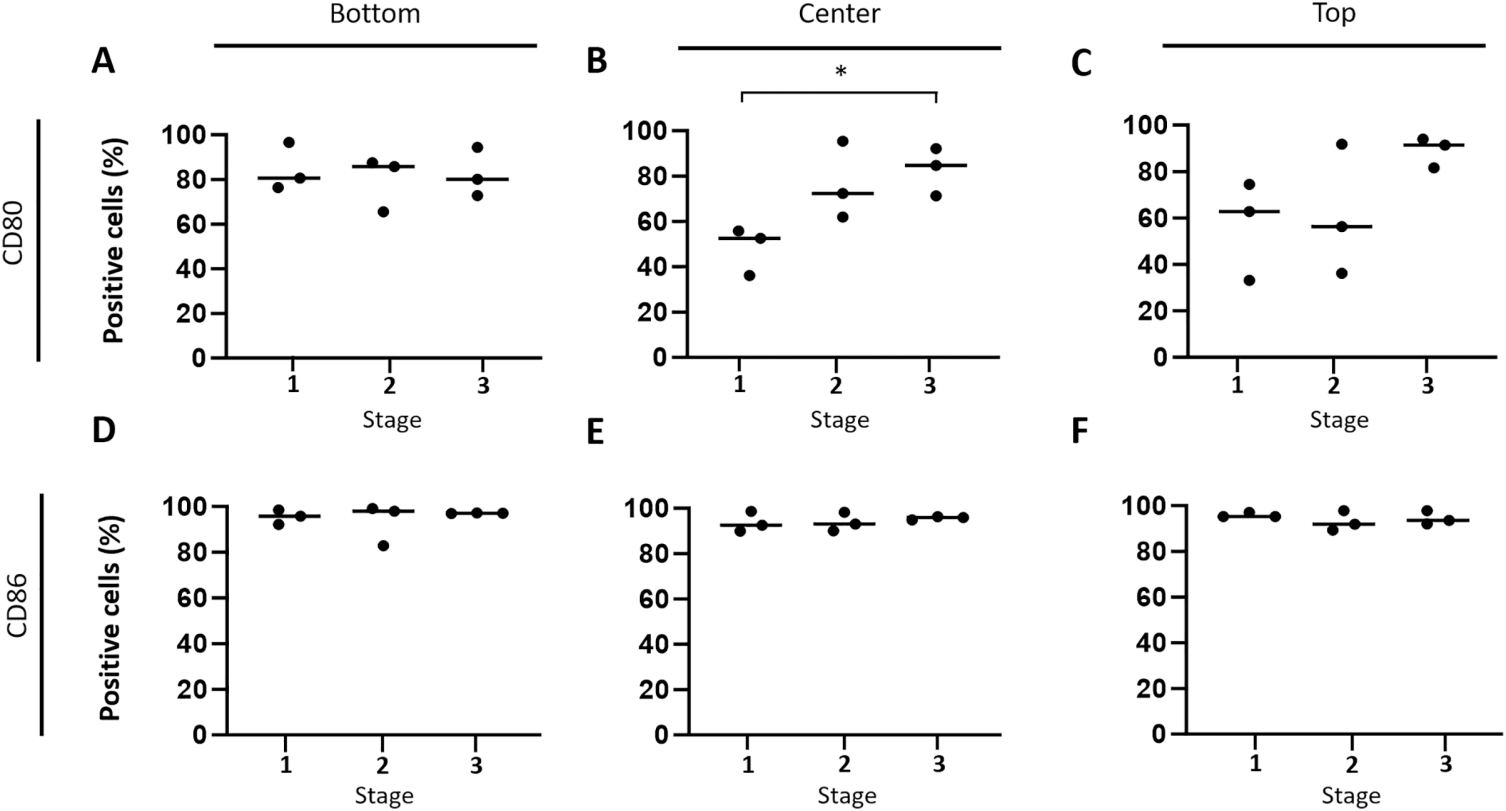
Spatial and time-dependent mRNA expression levels of co-stimulatory B7 family ligands CD80 (A–C) and CD86 (D–F) in selected stages of canine cutaneous histiocytoma as analyzed by *in situ* hybridization. Percentage of positive cells in individual samples and means. Asterisks (*) indicate statistically significant difference between groups 1 and 3 in the center (unpaired t-test, *p* = 0.0161).

### Lower expression of CD86 but not CD80 in HS compared to CCH tumor cells

Finally, we tested the hypothesis whether canine histiocytic sarcoma (HS), a malignant canine tumor of interstitial DC origin that does not undergo regression but usually progresses with poor prognosis, lacks CD80 and CD86 expression. This could have been one contributing factor to the malignancy of HS. However, both co-stimulatory molecules were expressed in all HS. Subsequently, we compared expression of CD80 and CD86 in CCH with that in HS., Mean percentages of CD80 expressing tumors cells were similar in both (mean values of 73.3% in CCH and 62.1% in HS; Figs. 5A–5C). In contrast, CD86 was expressed by 94.7% of CCH tumor cells, but only in 57.6% of HS tumor cells (*p* = 0.0004) (Figs. 5D–5F; mean value across all stages). In contrast to larger variations in CD80 expression, mean percentages of CD86 expressing tumor cells among biological replicates were remarkably close to each other in HS between 51.7% and 62.7%. To exclude technical artifacts and control for general RNA detectability in all cells, *in situ* hybridization sections were additionally hybridized with a probe for the ubiquitously expressed housekeeper OAZ1. Signals for OAZ1 expression were detected rather constantly in the vast majority of tumor cells across all HS tested (mean 97.5%, range: 95.5–99.4%), arguing for generally sufficient and even accessibility of mRNA in all samples tested.

**Figure 5:**
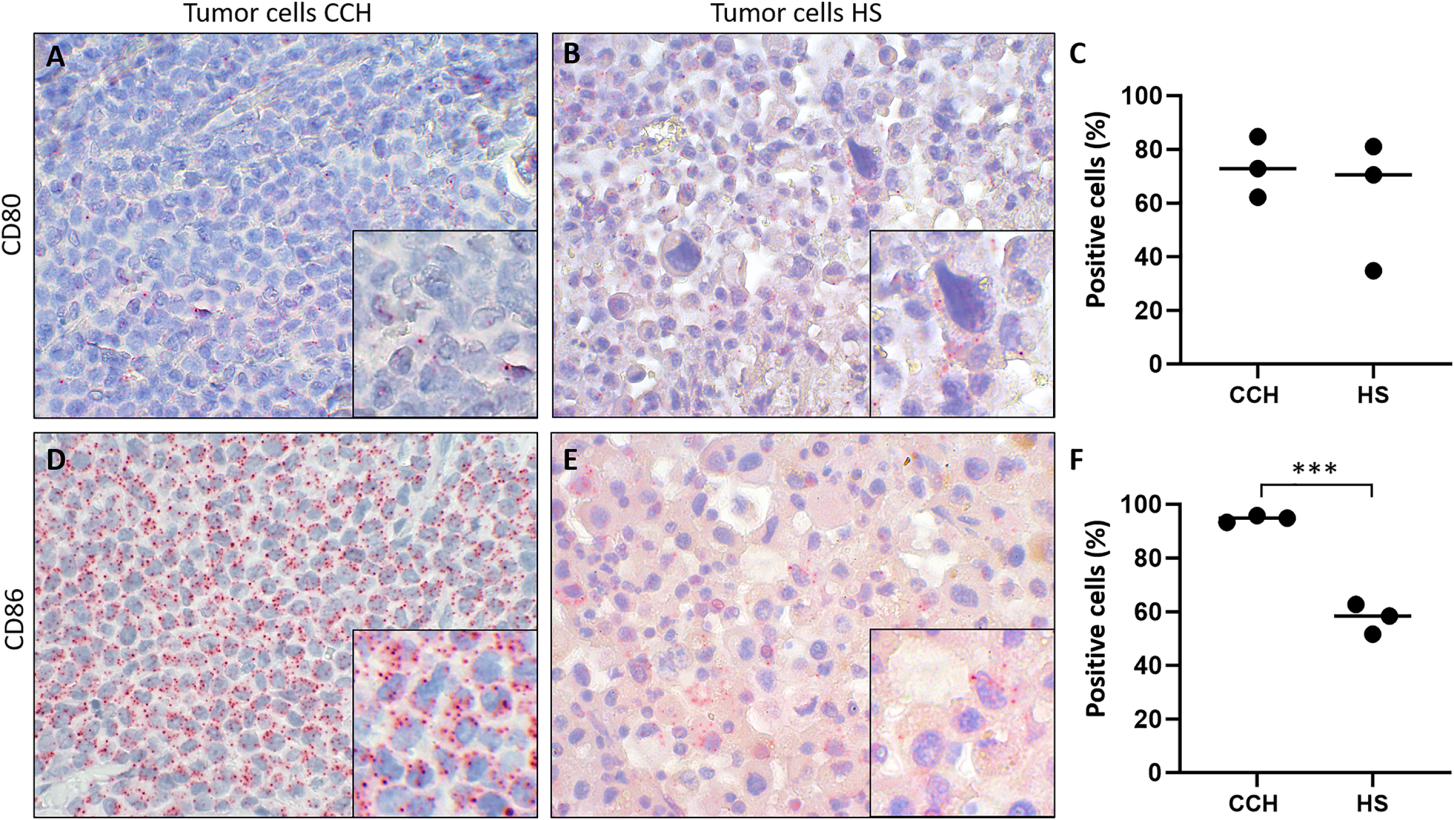
Comparison of mRNA expression of co-stimulatory B7 family ligands CD80 and CD86 in canine cutaneous histiocytoma (CCH) compared to canine histiocytic sarcoma (HS). CD80 (A, B) and CD86 (D, E) expression (red dots), percentage of positive tumor cells in individual samples and means (C, F) of CCH and HS, respectively. Asterisks (***) indicate statistically significant difference between CCH and HS (unpaired t-test, *p* = 0.0004). *In situ* hybridization with fast red (chromogen, red) and Mayer’s hematoxylin (blue) counterstain. Magnification: 600×, Inserts: 1,800×.

## Discussion

The stereotypic course of CCH is characterized by basolateral infiltration of virtually all tumors by mainly CD8+ lymphocytes accompanied by expression of pro-inflammatory mediators (Cockerell & Slauson, 1979; Kaim et al., 2006). However, it is still unclear by which molecular pathways this immune response is triggered. Here, we applied two strategies, first a hypothesis-generating and second, a hypothesis-driven approach, the latter based on previous work (Baines et al., 2007; Pires et al., 2009, 2013b) on this tumor. To our knowledge, this is the first study to examine CCH using transcriptome analysis, an immune-oncologic mRNA panel and MALDI-MSI proteome data. Furthermore, the expression of co-stimulatory and inhibitory molecules was investigated in CCH for the first time, particularly the spatial- and time-dependent expression of CD80 and CD86.

When we compared CCH tumor stages 1 and 2 utilizing QuantSeq 3′, a total of 249 DEGs were detected (Fig. 1) that resulted in 42 significantly over-represented GO terms in the comparison of tumor cell enriched groups (Table 1). Among 16 overrepresented GO terms in stage 1 tumor cells, twelve GO terms (75.0%) indicated higher relevance of tissue growth, regeneration or replacement. Former studies have found inconsistent results regarding proliferation of CCH tumor cells. An immunohistochemical study analyzed the Ki67 proliferation marker and found no stage dependent differences (Pires et al., 2013a). In contrast, mitotic count, a light microscopic method for counting the number of mitoses within a defined tissue area, was higher in stages 1 and 2 compared to stages 3 and 4 in a different study (Belluco et al., 2020). The contradiction between these studies remained unresolved so far. Our present study seems to support the notion that stage 1 tumor cells indeed possess higher proliferative activity than later stages. 

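MKI67, which encodes Ki67 (chromosome 28, 37271417 to 37300625), had 356 ± 80.2 normalized counts (SD, n = 5) in group 2a and 195 ± 21.8 (SD, n = 5) in group 1. It was higher in group 2a (exact permutation p = 0.0159, adjusted p = 0.0926 over 7 genes discussed in the paper), with 4 of 5 samples of group 2a above all samples of group 1. Its log2 fold change was 0.87 (SE 0.184, adjusted p = 0.0512 from edgeR, with a range of 0.00198 to 0.507 over the alternative settings). The mean of log2(normalized count + 1) over 15 proliferation markers, MKI67 among them, was 7.22 ± 0.357 (SD, n = 5) in group 2a and 6.98 ± 0.245 (SD, n = 5) in group 1. The difference of 0.24 was within the spread between samples (exact permutation p = 0.230, adjusted p = 0.552 over 12 comparisons of marker sets). Single markers of the set went both ways, with PCNA at a log2 fold change of −0.38 (adjusted p = 0.310 from edgeR). Between groups 3 and 2b, the same mean differed by 0.046 (exact permutation p = 0.844). The paper proposes, from GO terms of the genes with lower expression in group 2a, that proliferation is higher in stage 1. The GO analysis was not repeated here.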

Clearly, this scenario is well in agreement with the generally accepted concept of early proliferation of this tumor, followed by immunological response and regression at later stages (Moore, 2016). Four remaining GO terms (25%) indicated a higher importance of cell adhesion in stage 1 tumor cells which is in concordance with previous observations on decreased E-cadherin expression during the course of CCH regression (Pires et al., 2009). 

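CDH1, which encodes E-cadherin (chromosome 5, 81341865 to 81420857), had 90.6 ± 59.2 normalized counts (SD, n = 5) in group 2a and 208 ± 116 (SD, n = 5) in group 1. The log2 fold change was −1.20 (SE 0.467, adjusted p = 0.207 from edgeR), and the difference did not pass the exact permutation test (p = 0.103). With each sample left out in turn, the log2 fold change stayed between −1.68 and −0.94. Between groups 3 and 2b, CDH1 changed in the other direction, with 120.4 ± 74.0 (SD, n = 5) against 43.8 ± 23.7 (SD, n = 6; exact permutation p = 0.00866, adjusted p = 0.0606 over 7 genes). The mean over 15 keratinocyte markers, which did not include CDH1, was 4.96 ± 1.49 (SD, n = 5) in group 2a and 6.74 ± 1.34 (SD, n = 5) in group 1 on the log2 scale (exact permutation p = 0.103, adjusted p = 0.413). It was 5.98 ± 1.34 (SD, n = 5) in group 3 and 4.02 ± 1.81 (SD, n = 6) in group 2b (exact permutation p = 0.0736, adjusted p = 0.413). CDH1 and this mean moved in the same direction in both comparisons, so a different share of keratinocytes is not excluded for CDH1.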

E-cadherin is a transmembrane adhesion protein of adherens junctions that attach Langerhans cells to keratinocytes in the normal epidermis (Harrington & Syrigos, 2000; Suzuki & Takeichi, 2008). Further, it is an established marker of naïve Langerhans cells (Cumberbatch, Dearman & Kimber, 1996; Schwarzenberger & Udey, 1996). Therefore, our results are consistent with the previous hypothesis according to which CCH tumor cells change their phenotype from immature to mature antigen-presenting cells over time (Baines et al., 2007; Pires et al., 2009, 2013b).

Among 26 overrepresented GO terms found upregulated in stage 2 tumor cells compared to stage 1 tumor cells, thirteen GO terms (50.0%) were attributed to immunological responses to a stimulus, in line with increasing infiltration of mainly CD8+ T cells accompanied by an increase of pro-inflammatory mediators (Kaim et al., 2006). Nine GO terms (34.6%) suggested that apoptosis is of greater relevance in stage 2 CCH tumor cells. This stands in contrast to two previous studies that failed to detect stage dependent differences in apoptotic activity (Kaim et al., 2006; Pires et al., 2013a). One report described a constantly higher percentage of apoptotic than proliferating tumor cells in all tumor stages (Pires et al., 2013a). Supporting this, only one GO term (3.8%) related to proliferation compared to nine times more apoptosis-related terms was found over-represented in stage 2 compared to stage 1 tumor cells. 

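VEGFA (chromosome 12, 12398451 to 12413981) had 282 ± 248 normalized counts (SD, n = 5) in group 2a and 144 ± 74.9 (SD, n = 5) in group 1, a difference smaller than the spread between the samples of group 2a (exact permutation p = 0.286). KDR, which encodes VEGFR-2 (chromosome 13, 48206381 to 48248022), had 26.2 ± 26.8 (SD, n = 5) and 7.23 ± 7.85 (SD, n = 5; exact permutation p = 0.0397, adjusted p = 0.0926 over the same 7 genes). Its log2 fold change was 1.83 (SE 0.750, adjusted p = 0.226 from edgeR), and 2 of 5 samples of group 2a lay above all samples of group 1, of which 4 of 5 were above 3 counts.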

The remaining two terms (7.7%) were related to negative regulation of angiogenesis suggesting that angiogenesis is less relevant in stage 2 than stage 1 tumor cells. This might be explainable with the former mentioned stronger growth in stage 1. However, in one study, the angiogenesis of CCH tumor stages was investigated based on the microvascularization density and the expression of the angiogenesis markers vascular endothelial growth factor (VEGF-A) and its receptor VEGFR-2. No significant differences were found between CCH stage 1 and 2 in this study (Costa et al., 2020).

Much to our surprise and in contrast to our QuantSeq 3′ data, no significantly DEGs and thus no over-represented gene sets were detected in the immune-oncology gene panel analysis. A possible explanation may relate to the different underlying bioinformatic processing of the data. To calculate significant DEGs from the QuantSeq 3′ data, DESeq2 (Love, Huber & Anders, 2014) was used in this study, a standard technique for whole transcriptome analysis in which the Benjamini-Hochberg (BH) procedure (Benjamini & Hochberg, 1995) is utilized to adjust *p*-values. In contrast, the Benjamini-Yekutieli (BY) procedure (Yoav & Daniel, 2001) is recommended for calculating the significance of DEGs in the nSolver software. BY is a more conservative and discriminating method (Goeman & Solari, 2014; Yoav & Daniel, 2001) for significance testing than BH, resulting in a higher threshold of significance and thus comparatively fewer significantly DEGs are calculated. This may well explain the different outcomes of our two approaches.

Interestingly, we found all members of the B7 family ligands and CD28 family receptors except for PD-1 to be expressed in CCH (Fig. 3). Of these, receptor-ligand pairs those that initiate lymphocyte inhibition as well as lymphocyte activation and proliferation were expressed. This corresponds to the known expression patterns of CTLA4 and CD28. It is a generally accepted concept that both activating and inhibiting signals are necessary for a balanced immune response (Sharpe & Freeman, 2002) and that CTLA4 is strongly upregulated as a result of T cell activation (Linsley et al., 1996), while CD28 is constitutively expressed (Linsley et al., 1994). The lack of expression of PD-1 by lymphocytes is consistent with the successful immune response that results in the regression of CCH. Unfortunately, this was not confirmed on the protein level using MALDI-MSI data, most likely due to the fact that this technique can only detect a few hundred of the most abundant peptides, here possibly not including co-stimulatory or -inhibitory molecules. However, a recent study detected CD80 and CD86 at the protein level in CCH *via* immunohistochemistry (Diehl & Hansmann, 2024). The detection of both molecules in two independent studies at the RNA and protein levels lends further support to the robustness of these findings.

According to our *in situ* hybridization data, CD86 was constantly expressed by CCH tumor cells independent of tumor area or stage of regression, which was recently confirmed on the protein level (Diehl & Hansmann, 2024). In contrast, the number of CD80 expressing tumor cells was found to increase with time in the central and top thirds of the tumor in this study (Fig. 4) whereas a recent study showed a decrease in its expression at the protein level (Diehl & Hansmann, 2024). The fact that an absolute decrease in protein expression was found in Diehl & Hansmann (2024) while we find a relative increase on the RNA level lends itself to interesting follow up investigations. Our observation seems to be well in line with previously described changes in expression patterns and largely overlapping functions of the two molecules (McAdam, Schweitzer & Sharpe, 1998). Specifically, both are able to induce a stimulatory signal for lymphocytes *via* binding to CD28 and an inhibitory signal *via* interaction with CTLA4. However, in most APC populations CD86 is expressed constitutively and is strongly upregulated in activated cells whereas expression of CD80 is inducible *de novo*, typically occurring at later time points after cell activation (Carreno & Collins, 2002). Thus, expression of CD86 and later CD80 is thought to represent sequential events (Esensten et al., 2016; Freeman et al., 1993; Hathcock et al., 1994) with higher importance of CD86 in the early initiation of immune responses (Sharpe & Freeman, 2002). Assuming similar roles of CD80 and CD86 in CCH, their expression patterns as observed in our study therefore seem to strengthen the hypothesis according to which CCH tumor cells gradually adopt the phenotype of mature APCs. In particular, CD80 with its later increase seems to be a useful indicator of CCH tumor cell maturation in this scenario, whereas the consistently high expression of CD86 may be interpreted as an indicator of an onset of tumor cell maturation earlier than the clinically apparent stage 1.

Additionally, we tested the hypothesis according to which HS, a malignant tumor originating from APCs, does not express co-stimulatory molecules that could trigger activation and proliferation of cytotoxic lymphocytes. Our data revealed that the percentage of CD80-expressing HS cells was on average similar to that of CCH. In contrast, the percentage of CD86-expressing HS cells was consistently lower than in CCH (Fig. 5), possibly pointing towards weaker activity of CD86 in the more dedifferentiated and malignant tumor. This finding may contribute to the observed differences in regression, but it cannot be considered a definitive explanation. Further investigation is necessary to confirm this hypothesis.

Critical roles of co-stimulatory molecules have previously been suggested for other canine tumors and other conditions. For example, differential expression of CD80 and CD86 may correspond with disease progression and prognosis in tumor cells of hematogenic origin (Matulonis et al., 1996; Van Gool et al., 1997). Also, dysregulation of B7 pathways is involved in autoimmune diseases such as systemic lupus erythematosus and rheumatoid arthritis (Zhang & Vignali, 2016). Furthermore, a crucial role of co-stimulatory molecules has been demonstrated in CD80 and CD86 deficient mice that develop severe deficits in both the humoral and cellular immune responses (Borriello et al., 1997). Finally, because of their critical roles in immune regulation targeting, B7 ligands have also become attractive targets for novel therapies to combat cancer and autoimmune disorders, including in humans (Chen et al., 2020). Overall, our data on co-stimulatory molecules in CCH encourage future studies on their potential to trigger anti-tumor response in tumors without natural spontaneous regression.

Furthermore, as reported in previous studies, our mRNA and protein data clearly revealed that both MHC I and MHC II components were present in all stages of CCH (Fig. 2). The presence of these components was interpreted as strong evidence for the expression of MHC I and II. MHC I had so far been only detected in cultured cells of stage 1 CCHs (Baines et al., 2007). Our data now confirm these results on genuine tumor tissue and add to previous studies the detection of MHC I in stage 2 and 3 tumor cells. Among others, one mechanism of tumor cells to evade proper immunosurveillance is downregulation of MHC I (Bujak et al., 2018), which seems not to occur in CCH.

On the other hand, MHC II had previously been shown to be increasingly expressed by CCH tumor cells from the basolateral area to the epidermis (Kipar et al., 1998) and from intracytoplasmic to membranous (Pires et al., 2013b) over time. This has been interpreted as further evidence of tumor cells adopting the phenotype of mature antigen-presenting cells. Together, the abundant expression of MHC I and II as seen in this study and by others may well add to the successful targeting of the tumor by the immune system.

## Conclusions

We hypothesized that differences in mRNA and/or protein expression levels between the different stages of CCH may uncover immuno-oncological mechanisms related to the stereotypic spontaneous regression of CCH. As our major finding, all methodical approaches consistently failed to identify changes in expression levels of relevant pathways, suggesting that major immuno-oncological pathways may not be regulated during the clinical course of CCH as defined by stages 1 to 3. We speculate that key processes leading to tumor regression may occur a time earlier than examined here, which should become the subject of futures studies.

Second, we addressed expression of co-stimulatory molecules and MHC complexes that may determine decisive anti-tumor immune responses. Here, our results clearly support a role of co-stimulatory molecules in CCH regression involving cytotoxic lymphocytes. Our findings further support the hypothesis according to which CCH tumor cells adopt the phenotype of mature APCs over time. Future studies will have to address this hypothesis on the functional level.

## Supplemental Information

10.7717/peerj.18444/supp-1 Supplemental Information 1 mRNA expression levels of round cell tumor markers according to Paździor-Czapula et al., 2015 from canine cutaneous histiocytoma groups 1, 2a, 2b and 3. Box-and-whisker plots display values as maximum, minimum, median, lower and upper quartiles (*n* = 5 or 6) of normalized counts as detected by QunatSeq 3′ analysis. The mean baseMean of all detected RNAs (132, dashed line) is provided as a basis for comparison to the number of respective round cell tumor marker counts.

10.7717/peerj.18444/supp-2 Supplemental Information 2 mRNA expression patterns of CD80, CD86. Ornithine decarboxylase antizyme 1 (OAZ1) and dihydrodipicolinate reductase (DapB) in tumor cells of canine cutaneous histiocytoma (CCH) and canine histiocytic sarcoma (HS), as well as lymphocytes, epidermis, blood vessels and apocrine glands of tumor adjacent tissue of CCH. OAZ1 served as control for RNA accessibility. DapB served as a negative control. *I. situ* hybridization with fast red (chromogen, red) and Mayer’s hematoxylin (blue) counterstain. Magnification: 600×.

10.7717/peerj.18444/supp-3 Supplemental Information 3 RNA quality number and DV_200_ of samples used for QuantSeq 3′ and nCounter Canine IO Panel analyses.

10.7717/peerj.18444/supp-4 Supplemental Information 4 Differential expressed genes of QuantSeq 3′ analysis.

10.7717/peerj.18444/supp-5 Supplemental Information 5 List of gene sets investigated using the nCounter Canine IO Panel.

10.7717/peerj.18444/supp-6 Supplemental Information 6 Abundantly expressed peptides from MALDI-MSI.

10.7717/peerj.18444/supp-7 Supplemental Information 7 Results log2FC 0.5.

# Supplementary material for: Immuno-oncologic profiling by stage-dependent transcriptome and proteome analyses of spontaneously regressing canine cutaneous histiocytoma
**Source:** PeerJ. 2024 Nov 26;12:e18444. doi: 10.7717/peerj.18444
**Supplement:** Supplemental Information 3

| **Samples used for transcriptome analysis** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Sample ID_group** | **RQN** | **DV200**  **(%)** | **breed** | **age (years)** | **sex** | **location** | **size**  **(up to X cm)** |
| AL3_1 | 6.3 | 68.9 | French Bulldog | 0.5 | mn | Skin paw | 1.5 |
| AL4_1 | 4.1 | 68.3 | Goldendoodle | 0.75 | m | Skin shoulder | 1.1 |
| AL6_1 | 7.7 | 71.2 | Terrier | n/s | n/s | Skin neck | 1.0 |
| AL7_1 | 7.8 | 69.4 | Boxer | 5.0 | mn | Skin ear | 1.1 |
| AL8_1 | 4.5 | 64.5 | French Bulldog | 3.0 | f | Skin thigh | 1.7 |
| AL17_2a | 7.4 | 76.6 | Bavarian Mountain Hound | 0.6 | m | Skin lip | 2.1 |
| AL22_2a | 8.3 | 70.5 | English Bulldog | 3.0 | mn | Skin paw | 1.5 |
| AL24_2a | 8.8 | 76.2 | Hovawart | 3.0 | w | Skin leg | 1.9 |
| AL25_2a | 7.6 | 71.7 | Doberman | 1.0 | wn | Skin ear | 1.1 |
| AL28_2a | 8.9 | 73.7 | Mix | 1.5 | m | Skin carpus | 1.7 |
| AL33_2b | 6.9 | 76.3 | Akita | 0.7 | w | Skin leg | 1.5 |
| AL34_2b | 5.4 | 72.5 | Pug | 6.0 | wn | Skin face | 1.2 |
| AL35_2b  (pooled sample) | 5.2 | 76.9 | Rhodesian Ridgeback | 1.0 | w | Skin flank | 1.2 |
|  |  |  | French Bulldog | 3.0 | w | Skin chest | 1.1 |
|  |  |  | French Bulldog | 0.8 | m | Skin abdomen | 1.3 |
|  |  |  | Dachshund | 2.0 | m | Skin loin | 1.1 |
| AL39_2b (pooled sample) | 4.7 | 73.1 | Doberman | 0.8 | m | Skin flank | 2.1 |
|  |  |  | French Bulldog | 3.0 | mn | Skin abdomen | 1.2 |
|  |  |  | Jack Russel Mix | 1.0 | w | Skin face | 1.4 |
|  |  |  | n/s | n/s | n/s | Skin lip | 1.4 |
| AL40_2b  (pooled sample) | 5 | 74.3 | Flat Coated Retriever | 1.7 | w | Skin leg | 1.5 |
|  |  |  | n/s | 0.5 | m | Skin shoulder | 1.1 |
|  |  |  | Boxer | 3.5 | mn | Skin n/s | 1.4 |
|  |  |  | Bernese Mountain Dog | 1.5 | w | Skin paw | 2.4 |
| AL45_2b (pooled sample) | 5.7 | 74.7 | Bordeaux Mastiff | 3.0 | m | Skin paw | 1.3 |
|  |  |  | French Bulldog | 4.0 | w | Skin face | 1.4 |
|  |  |  | Labradoodle | 0.5 | m | Skin leg | 2.0 |
| AL48_3 | 5.8 | 72.8 | Rottweiler | 1.5 | mn | Skin chin | 2.4 |
| AL51_3 | 7.2 | 74.8 | Beagle | 9.0 | f | Skin tarsus | 1.7 |
| AL52_3 | 8.3 | 75.8 | Pug | 2.5 | m | Skin flank | 1.2 |
| AL54_3 | 7.4 | 71.2 | Bullterrier | 2.0 | m | Skin thigh | 1.5 |
| AL57_3 | 6.7 | 74.5 | Jack Russell Terrier | 7.0 | m | Skin paw | 1.2 |

| **Samples used for *in situ* hybridization** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Sample ID** | **Group** | **Target** | **breed** | **age (years)** | **sex** | **location** | **size**  **(up to X cm)** |
| In situ_1 | CCH1 | CD86 | English Miniature Bullterrier | 0.75 | m | Skin n/s | 0.3 |
| In situ_2 | CCH1 | CD86 | French Bulldog | 1.0 | w | Skin n/s | 1.1 |
| In situ_3 | CCH1 | CD86 | Labrador-Golden Retriever | 6.0 | w | Skin paw | 2.2 |
| In situ_4 | CCH2 | CD86 | Goldendoodle | 3.75 | m | Skin thorax | 0.9 |
| In situ_5 | CCH2 | CD86 | Staffordshire | 7.0 | wn | Skin thorax | 1.8 |
| In situ_6 | CCH2 | CD86 | Cane Corso | n/s | mn | Skin ear | 1.1 |
| In situ_7 | CCH3 | CD86 | Great Dane | 2.0 | w | Skin lip | 2.5 |
| In situ_8 | CCH3 | CD86 | Mix | 10 | wn | Skin lip | 1.2 |
| In situ_9 | CCH3 | CD86 | Labrador Retriever | 2.0 | m | Skin face | 0.5 |
| In situ_10 | CCH1 | CD80 | Cane Corso | 0.5 | m | Skin thorax | 1.6 |
| In situ_11 | CCH1 | CD80 | French Bulldog | 1.0 | w | Skin n/s | 1.3 |
| In situ_12 | CCH1 | CD80 | Border Colli | 0.7 | m | Skin paw | 1.2 |
| In situ_13 | CCH2 | CD80 | French Bulldog | n/s | m | Skin leg | 1.4 |
| In situ_14 | CCH2 | CD80 | Labrador Retriever | 1.0 | m | Skin leg | 2.3 |
| In situ_15 | CCH2 | CD80 | Bordeaux Mastiff | 8.0 | mn | Skin lip | 1.4 |
| In situ_16 | CCH3 | CD80 | French Bulldog | 2.0 | w | Skin n/s | 3.7 |
| In situ_17 | CCH3 | CD80 | Mix | 4.0 | mn | Skin tarsus | 1.8 |
| In situ_18 | CCH3 | CD80 | Mix | 2.0 | mn | Skin loin | 1.7 |
| In situ_19 | HS | CD80, CD86 | Bernese Mountain dog | 9.0 | mn | Spleen | 7.7 |
| In situ_20 | HS | CD80, CD86 | Mix | 9.0 | mn | Spleen | 14.4 |
| In situ_21 | HS | CD80, CD86 | Small Münsterländer | 8.0 | wn | Knee n/s | 6.5 |

| **Samples used for MALDI-MSI** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Sample ID** | **Group** | **breed** | **age (years)** | **sex** | **location** | **size**  **(up to X cm)** |
| MALDI_1 | CCH1 | English Miniature Bullterrier | 0.75 | m | Skin n/s | 0.3 |
| MALDI_2 | CCH1 | Labrador-Golden Retriever | 6.0 | w | Skin paw | 2.2 |
| MALDI_3 | CCH1 | French Bulldog | 1.0 | w | Skin n/s | 1.1 |
| MALDI_4 | CCH2 | Staffordshire | 7.0 | wn | Skin thorax | 1.8 |
| MALDI_5 | CCH2 | Goldendoodle | 3.75 | m | Skin thorax | 0.9 |
| MALDI_6 | CCH2 | Pug | 1.0 | m | Skin n/s | 1.0 |
| MALDI_7 | CCH3 | Mix | 10 | wn | Skin lip | 1.2 |
| MALDI_8 | CCH3 | n/s | n/s | n/s | n/s | 1.5 |
| MALDI_9 | CCH3 | Great Dane | 2.0 | w | Skin lip | 2.5 |

m: male

f: female

mn: male neutered

fm: female neutered

n/s: not specified

# Supplementary material for: Immuno-oncologic profiling by stage-dependent transcriptome and proteome analyses of spontaneously regressing canine cutaneous histiocytoma
**Source:** PeerJ. 2024 Nov 26;12:e18444. doi: 10.7717/peerj.18444
**Supplement:** Supplemental Information 5

| Gene Sets |
| --- |
| Adhesion |
| Angiogenesis |
| Antigen Presentation |
| Antigen Processing |
| Apoptosis |
| Autophagy |
| B Cell Functions |
| Cell Cycle |
| Cell Functions |
| Cell Proliferation |
| Chemokines |
| Complement |
| Complement System |
| Costimulatory Signaling |
| Cytokine and Chemokine Signaling |
| Cytokines |
| Cytotoxicity |
| DNA Damage Repair |
| Epigenetic Regulation |
| Hedgehog Signaling |
| Hypoxia |
| Immune Cell Adhesion and Migration |
| Interferon Signaling |
| Interleukins |
| JAK-STAT Signaling |
| Leukocyte Functions |
| Lymphoid Compartment |
| Macrophage Functions |
| MAPK |
| Matrix Remodeling and Metastasis |
| Metabolic Stress |
| Microglial Functions |
| Myeloid Compartment |
| NFkB Signaling |
| NK Cell Functions |
| Notch Signaling |
| Pathogen Defense |
| PI3K/Akt |
| Regulation |
| Senescence |
| T Cell Functions |
| TGF-beta Signaling |
| TLR |
| TNF Superfamily |
| Wnt Signaling |

How the deposited data were processed for this re-analysis (not part of the article)

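RNA of 21 samples of canine cutaneous histiocytoma was measured by QuantSeq 3′ sequencing: 5 tumor cell-rich samples of stage 1 (group 1), 5 of stage 2 (group 2a), 6 lymphocyte-rich samples of stage 2 (group 2b) and 5 of stage 3 (group 3). Groups and replicate numbers were taken from the sample labels and matched to Table S1 by sample identifier, and 0 columns of the tables belonged to an unknown sample. The same replicate number in 2 groups stands for different dogs. The authors trimmed adapters and filtered reads with Cutadapt, aligned them with STAR to the UU_Cfam_GSD_1.0 assembly and compared groups with DESeq2. The paper's text does not name the read counter, its handling of reads that match several places, or its handling of strand.

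The authors deposited a raw count per gene and sample, and the 2 tables, 1 per comparison, hold the same counts. The authors also deposited a signal, the normalized count, which was checked to equal the raw count divided by 1 size factor per sample, and its mean over all samples. For each comparison, the authors deposited a log2 fold change from DESeq2 with and without shrinkage, and its standard error on the log2 scale. The authors deposited a p-value and a Benjamini-Hochberg adjusted p-value per gene, with no adjusted value for 8727 genes in group 2a against group 1 and 7493 in group 3 against group 2b. Of the 21399 genes, 20160 have a name ending in 3 among 20831 with a numbered ending, whose meaning the paper's text does not give. A symbol was shared by several entries for 122 entries of 43 symbols. All 21399 genes were matched to the RefSeq annotation of the same assembly for their position and length. DLA-88 is listed as DLA88, and CD1A was found under its synonym CD1A6. PD-1, DLA-12, CDH5, CD207 and TPSAB1 were not analysed here.

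The tests of whole groups used the raw counts in edgeR 4.0.16 under R 4.3.3 (TMM factors, quasi-likelihood F-test), with the samples of the 2 compared groups only. Genes with a count of at least 10 in at least 5 of these samples were tested, 11200 for group 2a against group 1 and 11685 for group 3 against group 2b. DEGs had a log2 fold change of at least 1 in size and a Benjamini-Hochberg adjusted p of at most 0.05. Single genes, gene families and marker sets were compared by 2-sided exact permutation tests on log2 of the normalized count plus 1, with Benjamini-Hochberg adjustment within each family. Principal components were computed on the same scale, centred and not scaled, over the 500 genes with the highest variance. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for these steps.

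The alternatives were DESeq2 1.42.0, limma 3.58.1 on log2 of the normalized count with pseudocounts of 1, 0.5 and 5, upper-quartile factors, all genes with any read, genes with at least 10 counts in every sample, all 4 groups in 1 fit, RQN or DV200 as a covariate, the replicate number as a factor, Benjamini-Yekutieli adjustment, a threshold of 0.5 or none on the log2 fold change, only the pooled or only the single-dog samples of group 2b, and leaving out each sample in turn. For the other results, the scaling, the pseudocount, the genes used and the samples were varied. These alternatives, the tests, the comparisons and the rule for naming genes were chosen before the data were examined. DESeq2 with all 4 groups in 1 fit, with the count filter or with all genes, was added after the values had been seen. The genes named are those the paper names, those of the marker lists, and genes past the threshold whose samples do not overlap between the groups, up to 5 in each direction with the largest log2 fold change for group 2a against group 1. For group 3 against group 2b, every gene past the threshold is named. DLA-79 and DLA-DRA are also named because they are in Table S2.

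The tests were tried on simulated data. With 200 genes changed 4-fold, edgeR found 150 in the design of group 2a against group 1 and 169 in that of group 3 against group 2b. With 200 genes changed 2-fold, it found 4 and 77. Between 2113393 and 3559404 reads per sample were counted on genes, with a median of 2514859. A value was treated as close to the smallest that the depth can show when it rested on 3 counts or fewer. That limit covers counting error only, since the paper's text names no molecular identifiers that would mark copies of 1 molecule. The GO analysis, the immune-oncology gene panel, the mass spectrometry and the in situ hybridization were not analysed here. The shrinkage of the authors' log2 fold changes was not repeated, because the tools for it were not used here.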

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

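No test in this part was chosen after its result was seen, apart from the look-up of the families in the sample groups for which the paper does not show them, which has no test. In 84 comparisons of a sample with the rest of its group, 6 values from 4 samples lay further from the others than Dixon's 95% limit allows. Chance alone gives 4.2 among 84, or 1 in 20, so these 6 values are close to what chance gives.

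In group 1, replicate 1 had 768 normalized counts of DLA-DQB1, where the other 4 samples had 1605 to 1852. The same sample had 22.7 normalized counts of VTCN1, where the others had 7.49 to 11.8. In group 1, replicate 4 had 961 normalized counts of CD86 against 576 to 611 in the others. In group 2a, replicate 3 had 379 normalized counts of DLA-DMA against 732 to 843, and a mean of 2.40 over the keratinocyte markers on the log2 scale against 5.12 to 6.03. In group 2b, replicate 4 had 26.5 normalized counts of CD28 against 8.04 to 14.3. VTCN1 and CD28 rest on few reads, and a difference of this size includes counting error. For these 6 values, no technical or biological explanation was tested. The lower value of keratinocyte markers is a property of a tissue area with several cell types, and no value in the tables separates a different cell mix from a change within cells.

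The paper shows B7 family ligands only for the tumor cell-rich groups. In the 11 samples of groups 2b and 3, the median was 211 normalized counts for CD80 (126 to 253), 532 for CD86 (316 to 634), 122 for CD274 (54.1 to 288), 202 for PDCD1LG2 (112 to 367), 41.4 for ICOSLG (17.9 to 108), 125 for CD276 (103 to 151) and 8.38 for VTCN1 (3.73 to 28.1), each above 3 counts in 11 of 11 samples. CD28 family receptors are shown only for the lymphocyte-rich groups. In the 10 samples of groups 1 and 2a, CTLA4 had a median of 18.6 normalized counts (10.0 to 86.5) and was above 3 counts in 10 of 10 samples, whereas CD28 was above 3 counts in 2 and ICOS in 0 of 10. What stands out is that these genes have reads in samples for which the paper reports no value. The areas were rich in 1 cell type but held others, so RNA of tumor cells in the lymphocyte-rich areas, or of lymphocytes in the tumor cell-rich areas, is a technical explanation, and expression by the named cell type a biological one. Neither was tested here. Tumor cell RNA alone, at its level in the tumor cell-rich areas, would give lower ligand counts in groups 2b and 3. PDCD1LG2 was higher there (means 201 and 217, against 47.2 and 61.1 in groups 2a and 1), as was CD274 (140 and 143 against 43.9 and 26.5). This argues against that explanation for PDCD1LG2 and CD274. CD80 was higher with overlapping SDs, CD86 was lower, and ICOSLG, CD276 and VTCN1 had no common direction. For these and the receptors, counts of mixed tissue cannot tell the explanations apart. For CD80 and CD86, the paper's in situ hybridization addresses this, with CD80 in a subset of lymphocytes and CD86 in none.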

How the results depend on the processing

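The DESeq2 fits of all 4 groups were chosen only after the values had been seen, and the other alternatives were set beforehand. For group 2a against group 1, 44 DEGs were found. The number was 50 with upper-quartile factors, 56 with all genes with any read, 59 with a log2 threshold of 0.5 or none, and 65 and 62 with limma and pseudocounts of 1 and 0.5. It moved further to 75 with limma and a pseudocount of 5, 77 with at least 10 counts in every sample, 184 with all 4 groups in 1 fit and 264 with DESeq2. Of the 44 genes, between 39 and 44 were shared in each of these fits. DESeq2 with all 4 groups gave 312 DEGs and, with all genes, 338. With Benjamini-Yekutieli adjustment there were 0 DEGs (2005 genes with an unadjusted p under 0.05), with DV200 as a covariate 0 (976) and with RQN as a covariate 2 (1253), of which 0 were among the 44. Most DEGs were higher in group 2a in each fit with more than 2 DEGs, from 70.5% with DESeq2 to 91.1% with all genes with any read. Across the 10 fits that each left out 1 sample, the number lay between 0 and 76. It was 0 in 8 of them (1694 to 1873 genes with an unadjusted p under 0.05), 76 without group 1 replicate 4 (36 of the 44 shared) and 29 without group 2a replicate 1 (22 shared). The cause of these changes was not tested.

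For group 3 against group 2b, 5 DEGs were found. The number was 6, 5 and 4 with limma and pseudocounts of 1, 0.5 and 5, and 4 each with upper-quartile factors, with at least 10 counts in every sample and with DV200 as a covariate. It moved to 3 with all genes with any read, 2 with all 4 groups in 1 fit, 13 with a log2 threshold of 0.5 or none, where 69.2% were higher in group 3 (9 higher, 4 lower) against 20%, and 47 with DESeq2, where 46.8% were. DESeq2 with all 4 groups gave 19 and, with all genes, 29. There were 0 DEGs with Benjamini-Yekutieli adjustment (1527 genes with an unadjusted p under 0.05), with RQN as a covariate (1486), with the 4 pooled samples of group 2b only (1316) and with its 2 single-dog samples only (518). Across the 11 fits that each left out 1 sample, the number lay between 0 and 50. It was 0 in 5 of them (1188 to 1415 genes with an unadjusted p under 0.05) and 50 without group 3 replicate 3. The cause was not tested.

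With the replicate number of the labels as a replicate block, group 2a against group 1 gave 0 DEGs (1644 genes with an unadjusted p under 0.05) and group 3 against group 2b gave 1 (1212), which was not among the 5. The mean correlation of residuals between same-numbered samples was −0.058 against 0.014 for other pairs in the first comparison and 0.037 against −0.007 in the second. The numbers stand for different dogs, and the block takes up degrees of freedom.

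The 9 DEGs named for group 2a against group 1 and the 5 for group 3 against group 2b were followed through the alternatives. Under those that kept every sample or a chosen subset, 99 of 141 values of the first and 49 of 89 of the second stayed past the threshold, and 42 and 40 fell short of it. With 1 sample left out, 9 of 90 and 19 of 55 stayed, and 81 and 36 fell short. The log2 fold change of these genes changed sign in 0 of these fits. DLA-79 and DLA-DRA, which were not DEGs, passed the threshold between groups 2a and 1 in 8 values under other alternatives and in 0 with 1 sample left out.

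The first principal component held 34.2% of the variance and kept within 29.8% and 37.1% when each of the 21 samples was left out. The second held 20.0% and kept within 15.7% and 21.6%. With all genes past the count filter the shares fell to 26.7% and 11.3%. PC1 rose to 44.8% with the variance stabilizing transformation and to 43.0% with a pseudocount of 5. The cause was not tested.

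No MHC gene passed adjustment over its family (3 at an unadjusted p of at most 0.05), 2 did with counts scaled by TMM factors, and 0 to 4 did across the 10 analyses that each left out 1 sample. The cause was not tested. The order of genes within a sample does not depend on the scaling or on the other samples, so these alternatives do not test the rank of CD86 and CTLA4. No marker set passed adjustment in any of the 21 analyses that left out 1 sample (in all samples, 1 set had an unadjusted p under 0.05).

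Some results changed direction, and the cause was not tested. Scaled by TMM factors, the log2 difference of PDCD1LG2 was 0.025 in place of −0.007. With a pseudocount of 0.5, that of the endothelium and smooth muscle markers between groups 3 and 2b was −0.0072 in place of 0.061. With 1 sample left out, the log2 difference between groups 2a and 1 ranged from −0.0057 to 0.70 for B cell markers, from −0.0036 to 1.23 for T cell markers, from −0.33 to 0.0072 for endothelium and smooth muscle markers, from −0.0699 to 0.58 for DLA-DOA, from −0.067 to 0.37 for DLA-DOB, from −0.27 to 0.045 for DLA-DQB1, from −0.035 to 0.25 for DLA-88 and from −0.46 to 0.42 for PDCD1LG2. Between groups 3 and 2b, it ranged from −0.0675 to 0.24 for endothelium and smooth muscle markers, from −0.087 to 0.26 for proliferation markers and from −0.30 to 0.24 for CD28. Of the exact permutation results of 20 MHC, B7 and CD28 genes, 18 edgeR log2 fold changes of named DEGs, DLA-79 and DLA-DRA, 12 marker set results and 5 principal component results, 443 of 621 values with 1 sample left out stayed as they were, 140 fell short of a threshold, 11 newly passed it and 27 changed direction. Under the other alternatives, and with RNA quality included, these numbers were 304 of 399, 84, 9 and 2. The edgeR log2 fold changes of further genes that were not DEGs are not in these numbers, and many changed sign, as VTCN1 did between groups 2a and 1 (9 of 25 alternatives) and CD28 between groups 3 and 2b (12 of 28).

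Depth and sample number limit what can be called. In simulated counts, 2% of genes changed 2-fold were found in the design of group 2a against group 1 and 38.5% in that of group 3 against group 2b, so a change of that size in 1 gene is mostly not detectable by this test, whereas 75% and 84.5% of genes changed 4-fold were found. DDX52, DLA-79, DLA-DMB and KDR in group 1, VTCN1 in group 2a and ICOS in group 3 had samples with 3 counts or fewer.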

Differences from the paper's values

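The DESeq2 fits of all 4 groups were chosen only after the values had been seen. For group 2a against group 1, the paper reports 249 DEGs, and 44 were found here. Of the alternatives set before the data were examined, DESeq2 (264) and all 4 groups in 1 fit (184) came within 1.5 times the paper's number, the limit used for all counts below, and the others did not. DESeq2 with all 4 groups, chosen after seeing the values, also did with the count filter (312) and with all genes (338). The paper reports 191 genes with higher expression against 40 here, and DESeq2 (186) and all 4 groups in 1 fit (147) came within it, as did the fits chosen after seeing the values (235 and 253). It reports 58 genes with lower expression against 4 here, and DESeq2 (78) came within it, as did the fits chosen after seeing the values (77 and 85). The other alternatives set before the data were examined did not.

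For group 3 against group 2b, the paper reports 16 DEGs, and 5 were found here. A log2 threshold of 0.5 (13) or none (13) came within this limit, and of the fits chosen after seeing the values, DESeq2 with all 4 groups and the count filter (19) did. The other alternatives set before the data were examined did not. The paper reports 7 genes with higher expression against 1 here, and a log2 threshold of 0.5 or none (9 each) and leaving out group 3 replicate 3 (10) came within it, as did both fits chosen after seeing the values (8 and 10). The paper reports 9 genes with lower expression against 4 here. None of the alternatives set before the data were examined closed this gap, and DESeq2 with all 4 groups and the count filter, chosen after seeing the values, gave 11. Without shrinkage, the authors' estimates put 29 genes past the threshold, 10 higher and 19 lower. DESeq2 with all 4 groups and all genes called 29 genes as well, and 29 were shared. With the authors' shrinkage, 16 genes pass, 7 higher and 9 lower. The authors' fit and its shrinkage thus account for these gaps.

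For LAMTOR2, the paper's log2 fold change in Table S2 is −1.60, against −1.98 here. All genes with any read (−1.96), DV200 (−1.49) or RQN (−1.95) as a covariate, leaving out group 1 replicate 1 (−1.70) and leaving out group 2a replicate 1, 3, 4 or 5 (−1.94, −1.94, −1.87 and −1.84) came within the SE (0.363) of the paper's value, and the other alternatives set before the data were examined did not. For PPL, the paper's is −1.34, against −1.71 here. Limma with pseudocounts of 1, 0.5 and 5 (−1.57, −1.60 and −1.39), the replicate number as a factor (−1.62), and leaving out group 1 replicate 4 (−1.42) or group 2a replicate 5 (−1.64) came within the SE (0.335), and the other alternatives set before the data were examined did not. For both genes, neither DESeq2 fit chosen after seeing the values closed the gap. The values of Table S2 are shrunken estimates. In the table the authors deposited, the estimates without shrinkage are −1.99 for LAMTOR2 and −1.72 for PPL. These lie close to the −1.98 and −1.71 found here, so the shrinkage accounts for both gaps.

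The paper's text gives means of normalized counts of 52.3 for DLA-79 in group 1 and 10.9 in group 2a, against 10.9 and 52.3 here. For DLA-DRA, the paper gives 130.1 in group 1 and 44.2 in group 2a, against 44.2 and 130 here, and for DLA-DMB 15.9 and 4.5, against 4.48 and 15.9 here. For these 3 genes, none of the alternatives set before the data were examined closed the gap. For DLA-DQA1, the paper gives 1,259.3 in group 1 and 790.5 in group 2a, against 790 and 1259 here. Leaving out group 1 replicate 1 (858) or 2 (870), or group 2a replicate 3 (1146), brought the mean within 1.5 times the paper's value without closing the gap. Leaving out group 2a replicate 2 (1275), 4 (1246) or 5 (1199) left the mean about as far from the paper's value, within a larger SD of the 4 remaining samples (495, 496 and 472 against 430 in all 5). The other alternatives set before the data were examined did neither.

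Of the B7 family ligands, the paper's mean for PD-L1 is about 44 in group 1 and about 27 in group 2a in Fig. 3, read by eye, against 26.5 and 43.9 here. Leaving out group 1 replicate 1 (29.8) and group 2a replicate 1 (40.0) came within 1.5 times these values without closing the gap. For PD-L2 in group 2a it is about 120 in Fig. 3, read by eye, against 47.2 here. For L-ICOS in group 1 it is about 44 in Fig. 3, read by eye, against 25.9 here. None of the alternatives set before the data were examined closed these gaps for PD-L2 and L-ICOS. For B7-H3 in group 1 it is about 75 in Fig. 3, read by eye, against 134 here, and leaving out group 1 replicate 4 (112) came within 1.5 times it. Leaving out group 1 replicate 2 (135) did not bring the mean nearer, and only the SD was larger (60.6 against 52.5). The other alternatives set before the data were examined did not come within these limits for PD-L1 and B7-H3. The means of group 2a here were 43.9 for PD-L1, 44.4 for L-ICOS and 74.9 for B7-H3. They lie close to the values read for group 1 in Fig. 3, so groups 1 and 2a exchanged in the figure may explain these gaps. The value read for PD-L2 (about 120) was close to neither mean here (47.2 in group 2a and 61.1 in group 1).

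Several statements of the paper differ from the values here in gene, order or direction. The paper proposes that proliferation is higher in stage 1, whereas MKI67 was higher in group 2a (log2 fold change 0.87, adjusted p = 0.0512 from edgeR) without passing adjustment. The mean of the proliferation markers differed by 0.24 in the same direction without passing its test. Single markers went both ways, with PCNA at a log2 fold change of −0.38. The text gives DLA-79, DLA-DRA, DLA-DMB, DLA-DQA1, DLA-88, DLA-64, DLA-DOA and DLA-DOB as higher in group 1, and all 8 had the higher mean in group 2a here. It gives DLA-DQB1 and DLA-DMA as higher in group 2a, and their means were higher in group 1 here. Table S2 lists DLA-79 and DLA-DRA as DEGs with higher expression in group 2a. They were not DEGs here (adjusted p = 0.0816 and 0.103), but were with DESeq2 (0.00394 and 0.0176), with all 4 groups in 1 fit (0.0421 and 0.0497), and with DESeq2 and all 4 groups, chosen after seeing the values, with the count filter (0.00753 and 0.0106) or all genes (0.00974 and 0.0126). Over all alternatives, the adjusted p ranged from 0.00394 to 0.808 for DLA-79 and from 0.0106 to 1 for DLA-DRA.

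The paper states that CCH markers exceed markers of other round cell tumors in all samples, whereas of the 8 CCH markers looked up here, 1 did so against every other marker in 21 of 21 samples, 4 did so against every marker other than those of T and B cells, and the paper's text does not name its own markers. The paper describes a separation of tumor cell-rich and lymphocyte-rich groups along PC1, and here the highest tumor cell-rich sample (3.65) lay above the lowest lymphocyte-rich sample (0.489). RNF11, ABCA1, TOX2, RPL37 and RPIA were DEGs here and are not in Table S2. In the authors' DESeq2 estimates, RNF11, RPIA and RPL37 had adjusted p-values of 9.2e-05, 0.00385 and 0.0438. Their shrunken log2 fold changes of −0.94, −0.91 and −0.13 fell short of the threshold. ABCA1 (adjusted p = 0.0546) and TOX2 (adjusted p = 0.401) did not pass the authors' adjustment, so the call of TOX2 depends on the method.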

Other observations

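The tests of the opposite changes, of the ratio of DLA-79 to DLA-88 and of the exchanged MHC means were chosen only after their results had been seen, as were the simulations of how often the tests of RNA quality and total count find a cause, the requirement of 80% for them, and the comparison with further marker sets.

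Replicate numbers are shared between the groups, so the number of DEGs was compared with other splits that also part each same-numbered pair. For group 2a against group 1, 1 of 16 splits, the real one, gave as many DEGs (44), and the largest number in the others was 0. With 16 splits, the share cannot go under 0.05, so these 16 alone cannot tell the real split apart from a random one. For group 3 against group 2b, 1 of 32 splits, the real one, gave as many (5), and the largest number in the others was 1. Of splits that do not part all same-numbered pairs, 84 were drawn for the first comparison and 68 for the second. In both, 0 gave as many DEGs as the real split, and the largest number was 3. Over all splits fitted, with or without regard to the replicate numbers, the real one was thus the only one with 44 and with 5 DEGs.

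RNA quality and total count were tested as causes of the differences between groups 2a and 1. If such a measure were the only cause, genes that rise with it within the groups would be those that differ between the groups. Across 11200 genes, which are not independent replicates, the Spearman correlation between the within-group slope and the log2 fold change was 0.047 for DV200 (permutation p = 0.766), 0.195 for RQN (permutation p = 0.152) and −0.14 for the total count (permutation p = 0.362). In 50 simulations each, in which the measure was the only cause, the test found it in 94% for DV200, 70% for RQN and 90% for the total count. The test thus gave no sign of DV200 or the total count as the only cause, which does not exclude them. RQN as the cause cannot be told apart from stage. A partial contribution of any of them was not tested. Adding DV200 to the fit gave 0 DEGs and adding RQN gave 2, of which 0 were among the 44, and such a fit also loses sensitivity where the measure differs between the groups. Gene length correlated with the log2 difference at 0.079, and 9 of 126 splits of the samples gave a correlation as large (p = 0.0714 by exact permutation), so length bias did not pass its test and is not excluded. The median gene length was 56132 bp for the 40 genes higher in group 2a, 27588 bp for the 4 lower and 24924 bp for all tested genes, and these medians were not compared by a test. The DEGs between groups 2a and 1 may reflect stage, but RQN, gene length and a contribution of DV200 or the total count remain as explanations. GC content was not tested, so these DEGs cannot be called biological.

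For groups 3 and 2b, the same correlation across 11685 genes was 0.072 for DV200 (permutation p = 0.561), −0.055 for RQN (permutation p = 0.678) and −0.014 for the total count (permutation p = 0.910). The test found a simulated cause in 44%, 90% and 0% of 50 simulations. This test thus gave no sign of RQN as the only cause. However, RQN differed between the groups (exact permutation p = 0.0173, adjusted p = 0.0346). With RQN as a covariate, 0 genes passed (1486 with an unadjusted p under 0.05), and such a fit also loses sensitivity. A contribution of RQN is therefore not excluded. DV200 and the total count cannot be told apart from stage by this test, although neither differed detectably between the groups. Gene length correlated at −0.127, and 44 of 462 splits gave a correlation as large (p = 0.0952 by exact permutation), so length bias is not excluded. In group 2b, pools and single dogs are mixed, and with the pools alone 0 genes passed (1316 with an unadjusted p under 0.05).

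A different share of cell types or of dividing cells was tested with marker sets, using the samples of the comparison in which the genes were not called. For the 40 genes higher in group 2a, the median correlation with the proliferation markers over the 11 samples of groups 2b and 3 was 0.331, against −0.006 for random lists of genes of like expression, and above 99.99% of 10000 such lists. For the 165 of 191 genes with higher expression in the authors' table that could be tested, it was 0.145, above 99.96% of the lists. A different share of proliferating cells may contribute to these genes, but the median correlation with the CCH markers was larger, 0.624 for the 40 genes and 0.498 for 163 of the authors' genes. The result is not specific to proliferation, because the 40 genes also exceeded 100% of the lists for the CCH markers, 99.77% for the plasmacytoma marker and 98.21% for the keratinocyte markers, and for the authors' genes the plasmacytoma marker (0.172) was above 100% as well. The median correlation of the 40 genes was negative with fibroblast (−0.38), mast cell (−0.269), endothelium and smooth muscle (−0.264) and T cell lymphoma markers (−0.232). Each of these was above at most 0.03% of the lists, whereas T cell (−0.003) and B cell markers (−0.017) lay near the middle. A different mix of cell types is thus not excluded for these genes. Random lists do not keep the correlation of the called genes with each other, so these percentages overstate how unusual the lists are. The proliferation markers themselves differed by 0.24 between groups 2a and 1 (exact permutation p = 0.230).

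For the 48 of 58 genes with lower expression in the authors' table that could be tested, the median correlation with keratinocyte markers was 0.342, above 100% of 10000 random lists. More epidermis in the areas taken from group 1 is a candidate explanation for these genes, although they also exceeded 100% of the lists for mast cell markers, 99.84% for endothelium and smooth muscle markers and 99.62% for fibroblast markers, so the result is not specific to keratinocytes. For the 4 genes lower in group 2a by edgeR, the share was 92.55%, and 4 genes are too few to decide. For TOX2, the 1 gene higher in group 3, it was 65.19%, which decides nothing for 1 gene. The keratinocyte markers differed by −1.78 between groups 2a and 1 (exact permutation p = 0.103; lower than the mean of group 1 in 5 of 5 samples) and by 1.97 between groups 3 and 2b (exact permutation p = 0.0736; higher than the mean of group 2b in 5 of 5 samples), with an adjusted p of 0.413 for both. B cell markers differed by −1.68 between groups 3 and 2b (exact permutation p = 0.0260, adjusted p = 0.312; lower than the mean of group 2b in 4 of 5 samples).

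Log2 fold changes of the 2 comparisons had a Spearman correlation of −0.246 across 10865 genes tested in both. Of the 462 splits of the samples of groups 3 and 2b, 91 gave a correlation as large in size (p = 0.197 by exact permutation), so the opposite changes are no larger than an arbitrary split of those samples gives, and no biological explanation is offered.

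DLA-79 was tested for reads of DLA-88 counted on it, which would leave their ratio equal in both groups. The log2 ratio of DLA-79 to DLA-88 was 2.54 higher in group 2a (exact permutation p = 0.0159), so a constant share of DLA-88 reads does not account for the difference. Reads from other class I genes or from alleles absent from the reference were not tested, and the higher count of DLA-79 in group 2a cannot be told apart from these.

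For 10 of 10 MHC genes, both means that the paper's text gives equal those of the other group to the decimals printed, and 0 equal those of their own group. Groups 1 and 2a exchanged in the text may explain this, with the labels of the deposited columns as the reference. The direction of DLA-79 and DLA-DRA in Table S2, higher in group 2a, is consistent with the labels of the columns and not with the means in the text.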
